# Stress granule assembly impairs macrophage efferocytosis to aggravate allergic rhinitis in mice

**DOI:** 10.1038/s41467-025-60920-0

**Published:** 2025-07-01

**Authors:** Ye Zhou, Zixuan Yang, Yuanyuan Wang, Yue Dong, Tianyu Wang, Yunhui Li, Caiquan Liang, Yanfang Liu, Zhixuan Li, Shanrong Liu, Liangchen Gui, Yiwen Fan, Ting Lei, Kaiwei Jia, Liyuan Zhang, Mu Wang, Wen Nie, Long Chen, Mingrui Ma, Yanfeng Wu, Cuiping Zhong, Huanhai Liu, Jin Hou

**Keywords:** Molecular medicine, Allergy, Monocytes and macrophages, Stress signalling

## Abstract

Cytoplasmic stress granules (SG) assemble in response to stress-induced translational arrest and are key signaling hubs orchestrating cell fate and regulating various physiological and pathological processes. However, the role of SG formation in the progression of allergic diseases is incompletely understood. Here, by analyzing the nasal tissues of allergic rhinitis (AR) mouse models and AR patients, we find that SGs assemble specifically in the macrophages within the nasal mucosa and promote AR progression by restraining the efferocytotic ability of macrophages, ultimately resulting in reduced Mres generation and IL-10 production. Mechanistically, intracellular m^7^G-modified *Lrp1* mRNA, encoding for a typical efferocytosis receptor, is transported by the m^7^G reader QKI7 into stress-induced SGs, where *Lrp1* mRNA is sequestered away from the translation machinery, ultimately resulting in reduced macrophage efferocytosis. Therefore, SG assembly impairs macrophage efferocytosis and aggravates AR, and the inhibition of SGs bears considerable potential in the targeted therapy.

## Abstract (web summary)

Cytoplasmic stress granules (SG) regulate cell fate and are involved in several physiological and pathological processes. Here, using mouse models of allergic rhinitis (AR), the authors reveal the formation of SGs within macrophages of the nasal mucosa and implicate SGs in the regulation of Lrp1-mediated efferocytosis and Type 2 cytokine production, aggravating AR symptoms.

## Introduction

Stress granule (SG), a typical type of cytoplasmic membraneless organelle, is assembled under various stress by aggregating RNA-binding proteins and untranslated mRNAs, which results in the arrest of protein translation, thus orchestrating stress response and cell fate^1,2^. SGs assemble through liquid-liquid phase separation (LLPS) arising from a core protein-RNA interaction network, and the central node of this network is Ras GTPase-activating protein-binding protein 1 (G3BP1), which functions as a scaffold that triggers RNA-dependent LLPS in response to the elevated uncoated mRNAs^1,2^. Recent advances suggest that SG formation during stress plays important roles the regulation of various physiological and pathological processes, such as antiviral immune response, neurodegenerative diseases, and tumor progression^3–5^. However, the potential role of SG assembly in the progression of upper respiratory diseases has not been demonstrated until now.

Nasal mucosa serves as the crucial but vulnerable barrier of upper respiratory system against environmental stimulators such as pathogens, allergens, and pollutions^6^. Among the upper respiratory diseases, allergic rhinitis (AR) represents a global health problem affecting 20% to 30% of the population, with burdensome symptoms including nasal congestion, itching, rhinorrhea, and sneezing^7,8^. Allergen-specific Th2-mediated type II immune response, IgE production, and eosinophil infiltration have been well-recognized for the development of nasal mucosa inflammation, increased vascular permeability, and mucus production ^9,10^. Besides, some innate immune cells, such as neutrophils and group 2 innate lymphoid cells (ILC2), play critical roles in AR progression through neutrophil extracellular traps (NET) and type II cytokines produced by ILC2s^11–13^. Nasal macrophages also participate in the development of AR, especially their polarization is implicated in the etiology^14^. Given that the nasal mucosa is frequently exposed to various external stressors, it is intriguing to investigate whether SGs are assembled in the mucosa and participate in the progression of AR.

The dying of immune cells displays “eat-me” signals like phosphatidylserine (PS) and calreticulin (CALR), which can be recognized by phagocytes through a variety of receptors including TYRO3 protein tyrosine kinase (TYRO3), AXL receptor tyrosine kinase (AXL), MER proto-oncogene tyrosine kinase (MerTK), T cell immunoglobulin and mucin domain containing 4 (TIMD4), and LDL receptor related protein 1 (LRP1)^15,16^. This process is termed as efferocytosis, which is characterized by the phagocytes clearing dead cells to prevent hyperinflammation and resolve immunopathology, thus presenting the immunotolerant response. The potential role of macrophage efferocytosis and its regulation in upper respiratory allergic disease especially AR are still elusive.

Here, we apply immunofluorescence and RNA-scope assay in the nasal mucosa of AR mouse models and patients, and find that SGs are assembled specifically in the macrophages within the nasal mucosa. SG formation is shown to restrain the efferocytotic ability of macrophages and suppress the clearance of apoptotic immune cells, thus promoting AR progression. By using *G3bp1* macrophage-specific knockout mice and SGs inhibitor in an AR mouse model, we elucidate the potential role of SGs assembly in AR progression and find that SGs assembly in macrophages results in impaired efferocytosis and exacerbated AR symptoms, through the translational suppression of m7G-modified mRNA of macrophage efferocytosis receptor *Lrp1*. Therefore, the development of inhibitors or intervention strategies targeting SG assembly in macrophages may be promising for the targeted therapy of AR patients.

## Results

### SGs are assembled in the macrophages of the nasal mucosa during AR

Respiratory mucosa, especially nasal mucosa, is an important immune barrier exposed all the time to various irritations, like pathogens, cold air, pollen, and house dust mites (HDM), which may lead to the stress response in mucosa cells. Therefore, we first examined SG formation by staining its assembly scaffold G3BP1 in the nasal mucosa, and found the assembly of SGs in the basal mucosa of nose in the OVA-induced AR mice (Fig. 1a and Supplementary Fig. 1a). Since the basal layer of the nasal mucosa is composed of epithelial cells and immune cells, we performed RNA-scope assay and found that SGs were assembled dominatingly in the CD45^+^ immune cells (Fig. 1b). Whereafter, SG assembly was predominantly found in the CD11b^+^ myeloid cells but not lymphocytes through immunofluorescence staining (Fig. 1c and Supplementary Fig. 1b, c). Next, we performed single-cell RNA sequencing (scRNA-seq) on the CD45^+^ cells sorted from the nasal mucosa of control and OVA-induced AR mice. Uniform manifold approximation and projection (UMAP) analysis identified a total of 12 cell clusters according to the previously defined markers (Fig. 1d, e and Supplementary Fig. 1d, e)^17^, and neutrophils, T cells, macrophages, and plasma cells were predominantly found in the nasal mucosa (Supplementary Fig. 1f). Further analysis showed that macrophages displayed much higher *G3bp1* expression than neutrophils (Fig. 1f, g and Supplementary Fig. 1g), suggesting that SGs may be predominately assembled in macrophages. Furthermore, we separated primary peritoneal macrophages (PM), bone marrow-derived macrophages (BMDM), bone marrow neutrophils (BMN), and bone marrow-derived eosinophils (BMDE) from mice, and determined that *G3bp1* is predominantly expressed in macrophages and the macrophage cell lines RAW 264.7 and iBMDM (Fig. 1h, i). Meanwhile, nasal mucosa macrophages (NMM), nasal mucosa neutrophils (NMN), and nasal mucosa T cells (NMT) were isolated from HDM-induced AR mice, and it was also determined that *G3bp1* is predominantly expressed in macrophages within the nasal mucosa (Fig. 1j). Additionally, SG assembly could be activated by both oxidative stress (sodium arsenite, NaAsO_2_) and allergen HDM in macrophages, through LLPS which was certified by fluorescence recovery after photobleaching (FRAP) assay (Supplementary Fig. 1h–k and Supplementary Movies 1-3). Overall, these findings suggest that SGs are assembled in the macrophages of nasal mucosa during AR.

**Fig. 1:**
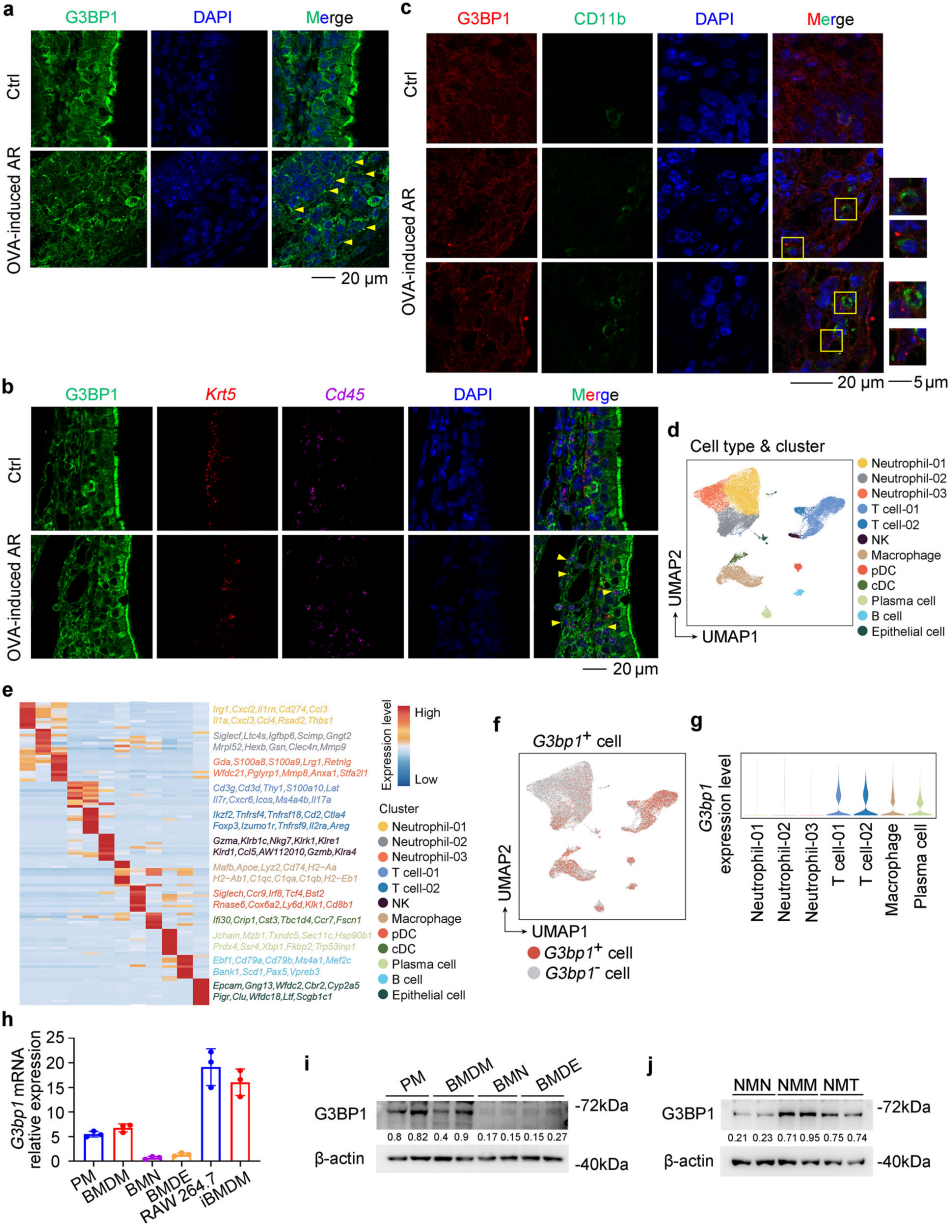
SGs are assembled in the macrophages of nasal mucosa during AR. **a** Immunofluorescence imaging of G3BP1 in the nasal mucosa from control and OVA-induced AR mice. Yellow arrows indicate the assembled SGs. **b** Immunofluorescence imaging of G3BP1, and RNA-scope staining of *Krt5* and *Cd45* mRNAs in the nasal mucosa from control and OVA-induced AR mice. Yellow arrows indicate the SG and *Cd45* mRNA positive cells. **c** Immunofluorescence imaging of G3BP1 and CD11b in nasal mucosa from control and OVA-induced AR mice. **d** UMAP visualization of CD45^+^ cells in the nasal mucosa of control and OVA-induced AR mice. Each dot corresponds to one single cell colored according to the cell cluster. **e** Heatmap of gene expression analyzed by scRNA-seq displaying major markers for the main cell types. **f** UMAP visualization of *G3bp1*^*+*^ cells in the nasal mucosa of control and OVA-induced AR mice. **g** Shown is violin plot of *G3bp1* expression level in neutrophils, T cells, macrophages, and plasma cells. **h** *G3bp1* mRNA expression was detected by qRT-PCR analysis in PMs, BMDMs, BMNs, BMDEs, RAW 264.7 and iBMDM cells (*n* = 3, biological replicates). **i** G3BP1 was detected by Western blot in PMs, BMDMs, BMNs, BMDEs, RAW 264.7 and iBMDM cells. **j** G3BP1 was detected by Western blot in NMMs, NMNs and NMTs. Data are shown as mean ± s.d. or photographs from one representative of three independent experiments.

### Macrophage SG assembly promotes AR progression

To dissect the role of SG assembly in macrophages, we crossed *G3bp1* floxed (*G3bp1*^*f/f*^) mice to *Lyz2-Cre* and obtained macrophage-specific *G3bp1* knockout (*G3bp1*^*mac-/-*^) mice (Supplementary Fig. 2a). G3BP1 expression was efficiently ablated in the macrophages of *G3bp1*^*mac-/-*^ mice (Supplementary Fig. 2b,c). Immunofluorescence microscopy for another SG marker, endogenous eukaryotic initiation factor 4 G (eIF4G), revealed that *G3bp1*^*mac-/-*^ attenuated SG formation in macrophages exposed to HDM (Supplementary Fig. 2d). Next, we challenged *G3bp1*^*mac-/-*^ mice with two AR mouse models (OVA and HDM) (Supplementary Fig. 2e) and *G3bp1*^*mac-/-*^ mice exhibited alleviated AR symptoms, including sneezing and scratching (Fig. 2a). Since *Lyz2-Cre* could be engaged in the myeloid cell lineage including monocytes, macrophages, and granulocytes, we further crossed *G3bp1*^*f/f*^ mice to *Ly6G-Cre* and *Siglecf-Cre* to obtain neutrophil-specific *G3bp1* knockout (*G3bp1*^*neu-/-*^) and eosinophil-specific *G3bp1* knockout (*G3bp1*^*eos-/-*^) mice. Applied with the OVA-induced AR mouse model, *G3bp1*^*neu-/-*^ and *G3bp1*^*eos-/-*^ mice exhibited similar AR symptoms to controls (Supplementary Fig. 2f). Thus, SG assembly in macrophages, but not in neutrophils or eosinophils, aggravates AR symptoms. Simultaneously, histological examination also confirmed that macrophage *G3bp1* deficiency attenuated epithelial shedding, cell infiltration, and exudation in the nasal mucosa with lower histological score, and reduced mucus secretion with fewer PAS^+^ goblet cells compared to the control group (Fig. 2b, c and Supplementary Fig. 2g–j). Furthermore, lower infiltration of eosinophils, neutrophils, and T cells (Fig. 2d and Supplementary Fig. 2k), and lower cell infiltration in nasal lavage fluid (NLF) (Fig. 2e) in *G3bp1*^*mac-/-*^ mice than those in controls were determined by flow cytometry analysis. However, there was no significant change of F4/80^+^ macrophages infiltration within nasal mucosa between *G3bp1*^*f/f*^ and *G3bp1*^*mac-/-*^ mice (Supplementary Fig. 2k), while the generation of inflammation resolution-associated macrophages (Mres, F4/80^med^CD11b^low^) was increased by *G3bp1*^*mac-/-*^ (Fig. 2f), which is known for the control of inflammatory diseases^18,19^. Next, less IL-4, IL-5, IL-13, IL-6, Prg2, Epx, and Mpo expression in the nasal mucosa (Fig. 2g and Supplementary Fig. 2l), and lower IL-4, IL-5, and IL-13 production in NLF of *G3bp1*^*mac-/-*^ mice than those of controls were determined in challenged mice and not their unchallenged controls (Fig. 2h). Otherwise, more IL-10 expression in the nasal mucosa and NMMs of *G3bp1*^*mac-/-*^ mice than those of controls were determined in challenged mice (Fig. 2g, i and Supplementary Fig. 2l). Meanwhile, serum OVA-specific IgE concentration was also decreased in *G3bp1*^*mac-/-*^ mice (Fig. 2j). Additionally, TUNEL staining determined that apoptotic cells were decreased in the nasal mucosa of *G3bp1*^*mac-/-*^ mice in both OVA and HDM-induced AR models (Supplementary Fig. 2m, n). Since Th2 response is important for AR, we measured *Il-4* mRNA expression during Th2 differentiation, and found no significant difference between *G3bp1*^*f/f*^ and *G3bp1*^*mac-/-*^ (Supplementary Fig. 2o). Together, these results suggest that SG assembly within macrophages promotes AR progression.

**Fig. 2:**
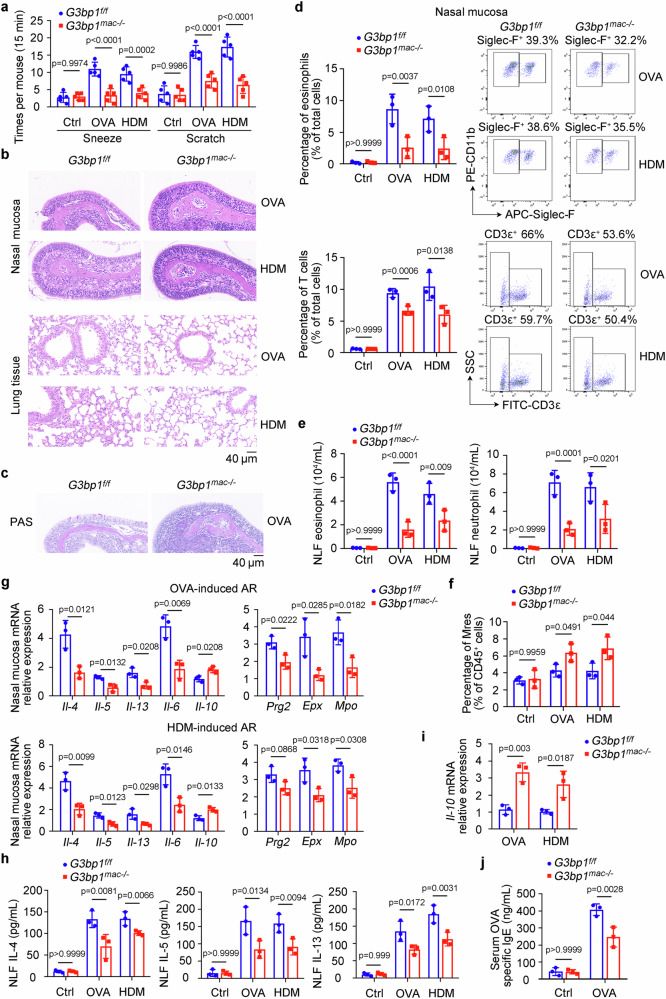
SG assembly in macrophages promotes AR progression. *G3bp1*^*f/f*^ and *G3bp1*^*mac-/-*^ mice were administrated with OVA or HDM to induce AR symptoms as depicted in Supplementary Fig. 2e. **a** Times of sneezes and scratches in each mouse were counted in 15 min after last i.n. challenge from control, OVA and HDM group (*n* = 5, biological replicates). (Tukey’s HSD). **b**, **c** H&E and PAS staining of the nasal mucosa and lung tissues from AR mice. **d** Flow cytometry of eosinophils and T cells in the nasal mucosa of AR mice (*n* = 3, biological replicates). (Tukey’s HSD). **e** Flow cytometry of eosinophils and neutrophils in the NLF obtained from control and AR mice (*n* = 3, biological replicates). (Tukey’s HSD). **f** Flow cytometry of Mres in the nasal mucosa of control and AR mice (*n* = 3, biological replicates). (Tukey’s HSD). **g** mRNA expressions of indicated cytokines, *Prg2* (proteoglycan 2, pro-eosinophil major basic protein), *Epx* (eosinophil peroxidase), and *Mpo* (myeloperoxidase) were detected by qRT-PCR in the nasal mucosa of AR mice (*n* = 3, biological replicates). (two-tailed unpaired Student’s *t*-test). **h** ELISA assay of IL-4, IL-5, and IL-13 in the NLF obtained from control and AR mice (*n* = 3, biological replicates). (Tukey’s HSD). **i** mRNA expressions of *Il-10* were detected by qRT-PCR in NMMs of AR mice (*n* = 3, biological replicates). (Tukey’s HSD). **j** Serum OVA-specific IgE level in the control and AR mice (*n* = 3, biological replicates). (Tukey’s HSD). Data are shown as mean ± s.d. or photographs from one representative of three independent experiments.

### SG assembly in macrophages impairs efferocytosis

We further investigated the mechanism responsible for the macrophage SG assembly-promoted AR. BMDMs were isolated from *G3bp1*^*f/f*^ and *G3bp1*^*mac-/-*^ mice for the transcriptome analysis and 170 differentially expressed genes were identified (Supplementary Fig. 3a, b), and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment and gene set enrichment analysis (GSEA) were performed to characterize the functional groups of these genes. Notably, G3BP1 deficient macrophages upregulated efferocytosis-associated functions, such as endocytosis, protein digestion and absorption, ECM-receptor interaction and focal adhesion, and showed elevated expression of endocytosis-associated genes (Fig. 3a, b). Thus, we speculated that SG assembly might inhibit the efferocytotic ability of macrophages and impair the clearance of dying immune cells.

**Fig. 3:**
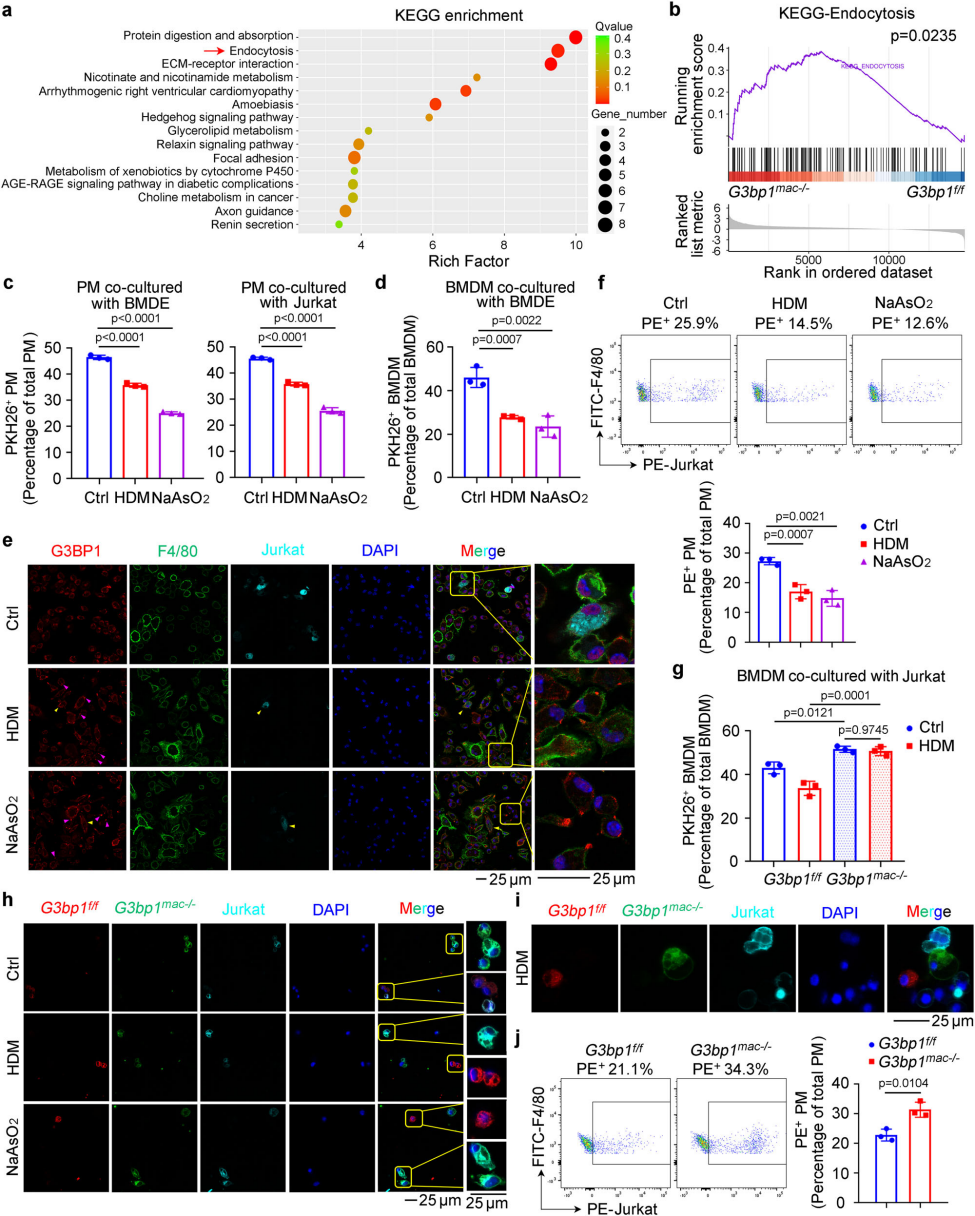
SG assembly in macrophages impairs efferocytosis. **a**, Pathway enrichment analysis of the differentially expressed genes according to KEGG database in macrophages from *G3bp1*^*f/f*^ and *G3bp1*^*mac-/-*^ mice. **b** The enrichment plot of the GSEA analysis for RNA-seq data on endocytosis-related gene sets (KEGG). **c, d** HDM (100 µg/well) or NaAsO_2_ (50 µM)-inhibited in vitro macrophage efferocytosis of apoptotic cells (labeled with PKH26) was measured by flow cytometry (*n* = 3, biological replicates). (Dunnett’s multiple comparisons test). **e** Representative immunofluorescence assay showing efferocytosis of apoptotic cells (labeled with Claret) by macrophages (labeled with F4/80). Yellow arrows indicate phagocytotic macrophages. Magenta arrows indicate macrophages with SG assembly. **f** HDM (100 µg/well) or NaAsO_2_ (50 µM)-inhibited in vivo efferocytosis of apoptotic Jurkat cells (labeled with PKH26) by PMs was measured by Flow cytometry (*n* = 3, biological replicates). (Dunnett’s multiple comparisons test). **g** In vitro efferocytosis assay of PKH26-labeled apoptotic Jurkat cells engulfed by *G3bp1*^*f/f*^ and *G3bp1*^*mac-/-*^ macrophages was measured by flow cytometry (*n* = 3, biological replicates). (Tukey’s HSD). **h** Representative immunofluorescence assay showing efferocytosis of apoptotic cells (labeled with Claret) by macrophages (*G3bp1*^*f/f*^ macrophages labeled with PKH26 red and *G3bp1*^*mac-/-*^ macrophages labeled with PKH67 green). **i**, Living cell imaging showing efferocytosis of apoptotic cells (labeled with Claret) by macrophages (*G3bp1*^*f/f*^ macrophages labeled with PKH26 red and *G3bp1*^*mac-/-*^ macrophages labeled with PKH67 green). **j** In vivo efferocytosis assay of PKH26-labeled apoptotic Jurkat cells engulfed by *G3bp1*^*f/f*^ and *G3bp1*^*mac-/-*^ macrophages was measured by flow cytometry (*n* = 3, biological replicates). (two-tailed unpaired Student’s *t*-test). Data are shown as mean ± s.d. or photographs from one representative of three independent experiments.

We then administered PMs and BMDMs with HDM or NaAsO_2_ to induce SG assembly, and co-cultured them with PKH26-labeled apoptotic BMDEs, Jurkat cells, and BMNs, respectively. Flow cytometry and Incucyte analysis both suggested that SG assembly suppressed the engulfment of apoptotic immune cells by macrophages in vitro (Fig. 3c, d and Supplementary Fig. 3c–e). Interestingly, macrophages with SG assembly were largely defective at engulfing dying cells (Fig. 3e). Similar results were observed through analysis of the peritoneal exudate, which showed that HDM or NaAsO_2_ significantly disrupted macrophage efferocytotic ability in vivo (Fig. 3f and Supplementary Fig. 3f–h). Furthermore, in *G3bp1*^*f/f*^ and *G3bp1*^*mac-/-*^ BMDMs and NMMs, SG assembly-suppressed phagocytosis of PKH26-labeled apoptotic Jurkat and BMDE was blocked by G3BP1 deficiency (Fig. 3g and Supplementary Fig. 3i). The phagocytic ability of PMs and BMDMs under stress conditions was also promoted by *G3bp1* knockdown (Supplementary Fig. 3j, k). Moreover, PKH26-labeled *G3bp1*^*f/f*^ macrophages (Red) and PKH67-labeled *G3bp1*^*mac-/-*^ macrophages (Green) were co-cultured with CellVue® Claret-labeled apoptotic Jurkat cells (Cyan), and both *G3bp1*^*f/f*^ and *G3bp1*^*mac-/-*^ macrophages could engulf apoptotic Jurkat cells without stimulus. But under stress conditions, *G3bp1*^*f/f*^ macrophages failed to phagocyte apoptotic Jurkat cells while *G3bp1*^*mac-/-*^ macrophages still possessed the efferocytotic ability, proving that SG assembly suppresses macrophage efferocytosis (Fig. 3h, i and Supplementary Movie 4). In vivo, *G3bp1*^*mac-/-*^ PM engulfed more apoptotic Jurkat and BMDE in mouse peritoneum (Fig. 3j and Supplementary Fig. 3l–p). We also examined *Il-10* mRNA expression in PMs co-cultured with or without apoptotic Jurkat cells, and found more *Il-10* expression in *G3bp1*^*mac-/-*^ macrophages than controls (Supplementary Fig. 3q). Thus, these data demonstrate that SG assembly in macrophages impairs efferocytosis.

### SG assembly in macrophages sequesters *Lrp1* mRNA to suppress its translation

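Bone marrow-derived macrophages (BMDMs) were stimulated with house dust mite (HDM) extract and lysed, and RNA was sequenced from a portion of the whole lysate (total RNA) and from the fraction enriched in stress granule (SG) cores (SG RNA), the stable assemblies of mRNA and protein inside SGs. For the enriched fraction, per the methods, nuclei were spun out, the cytosolic supernatant was pelleted and washed at high speed, and the supernatant of a last slow spin was kept. Each fraction was represented by 3 libraries. The methods give 1 h of HDM stimulation, whereas the labels deposited with the data give 30 min, and the labels also name another way of breaking the cells and another extraction reagent. The authors filtered the reads with Seqtk, mapped them with Hisat2, counted fragments per gene with StringTie, and deposited for each gene the count in each library, without normalization, and the FPKM (fragments scaled to gene length and to the total of the library). The methods name neither the genome build nor the annotation. Of the 34745 genes in the deposited table, 34344 had an identifier in GENCODE mouse release 21 (GRCm38), and 27772 had identical coordinates there. The counts summed to 13722993, 14645060 and 14110336 in total RNA (median 14110336) and to 15506075, 14838947 and 15214548 in SG RNA (median 15214548). No pair of libraries of the same fraction was a repeat of one library, because every pair differed by more than the sampling noise (chi-square per degree of freedom from 11.5 to 21.0).

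From these counts, genes with enough counts for a test were kept with edgeR's filterByExpr, which left 12526 genes. The libraries were scaled by the trimmed mean of M values (TMM), which assumes that most genes do not differ between the fractions, and SG RNA was compared with total RNA by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. As in the methods, a gene counted as enriched when its adjusted p was under 0.05 and its fold change over 2. The scaling bears on every fold change, since the TMM factors were 1.12 ± 0.011 (SD, n = 3) in total RNA and 0.897 ± 0.023 (SD, n = 3) in SG RNA. Transcripts encoded by the mitochondrial genome took 4.88% ± 0.24 (SD, n = 3) of the counts in total RNA and 16.4% ± 1.9 (SD, n = 3) in SG RNA, and the share was higher in every SG library than in every total library (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow).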

To determine the molecular basis by which SG assembly inhibits macrophage efferocytosis, we purified SG core from BMDMs post HDM stimulation and performed the RNA sequencing (RNA-seq) to determine the mRNAs internalized in the SGs of macrophages, as the primary ability of SGs is aggregating RNA-binding proteins and untranslated mRNAs to suppress their translation (Supplementary Fig. 4a–c). 

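SG RNA and total RNA differed at 6040 of the genes tested (adjusted p under 0.05 from edgeR's quasi-likelihood test), of which 2938 were higher and 3102 lower in SG RNA. With the fold change required to exceed 2, 359 genes were enriched in SG RNA and 726 were depleted. The enriched genes had a median log2 fold change of 1.19, and 325 of them were protein-coding genes of the nuclear genome, 13 were mitochondrially encoded mRNAs and 14 were pseudogenes. The mitochondrially encoded mRNAs were enriched without exception, 13 of the 13 tested. Among genes with a mean of at least 10 CPM (counts scaled to the library total), the 5 with the largest increase were mt-Nd2, mt-Nd6, mt-Co3, mt-Nd4 and Gm28437, with log2 fold changes from 2.18 to 2.27. Gm28437 is an unprocessed pseudogene on chromosome 1 whose 31-base words all occur in mt-Co3, so its value and that of mt-Co3 are uncertain, and 62.8% of the words of mt-Nd4 occur in Gm28439. The balance of enriched and depleted genes depended on the scaling, and with library size only, without TMM factors, 97 genes were enriched and 1635 depleted. The number of enriched genes also depended on the thresholds and the unit. It was 17 with a fold change over 4 and 1364 with a fold change over 1.5, and it was 34 when limma-trend was applied to log2(FPKM + 1), a scale that carries no TMM factor.

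**Figure D1:**
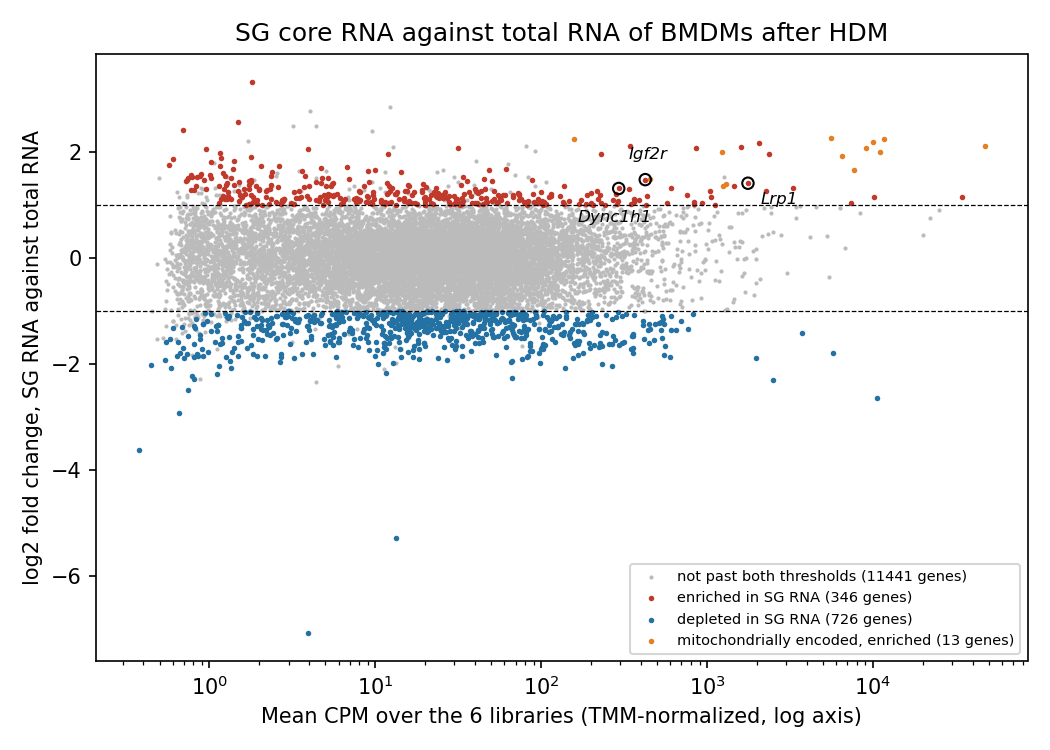
Log2 fold change of each of the 12526 tested genes in SG RNA against total RNA (vertical axis) by its mean TMM-normalized CPM over the 6 libraries (horizontal log axis). Each point is a gene, dashed lines mark a fold change of 2, and Lrp1, Dync1h1 and Igf2r are circled among the 359 enriched genes, with the 13 mitochondrially encoded mRNAs in orange and the 726 depleted genes in blue.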

203 transcripts were found to be enriched in the SG cores and termed as SG specific genes (Fig. 4a). Next, we conducted G3BP1 RNA immunoprecipitation sequencing (RIP-seq) in RAW 264.7 macrophages transfected with Flag-tagged G3BP1, and identified 291 increased binding transcripts of G3BP1 post stress with a “GANGANGA” enriched motif (Fig. 4a and Supplementary Fig. 4d, e). 

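In the SG RNA-seq, Lrp1, Dync1h1 and Igf2r all passed the thresholds for enrichment. Lrp1 (ENSMUSG00000040249) lies on the minus strand of chromosome 10 from 127538161 to 127621148 in the deposited table, the same coordinates as in GENCODE mouse release 21 (GRCm38), where its transcript with the longest coding sequence has 89 exons and 14888 bases. Its TMM-normalized count was 962 ± 9.8 CPM (SD, n = 3) in total RNA and 2564 ± 82 CPM (SD, n = 3) in SG RNA, a log2 fold change of 1.41 (standard error 0.043 as implied by the F statistic, adjusted p = 1.47e-07 from edgeR's quasi-likelihood test). Dync1h1 (ENSMUSG00000018707; chromosome 12, 110601452 to 110666945, plus strand; 77 exons, 14342 bases) rose from 168 ± 1.8 CPM to 418 ± 15 CPM (SD, n = 3 each), a log2 fold change of 1.32 (standard error 0.043, adjusted p = 1.64e-07 from edgeR). Igf2r (ENSMUSG00000023830; chromosome 17, 12682406 to 12769664, minus strand; 48 exons, 8887 bases) rose from 223 ± 3.6 CPM to 624 ± 26 CPM (SD, n = 3 each), a log2 fold change of 1.48 (standard error 0.045, adjusted p = 1.47e-07 from edgeR). For each gene all SG libraries lay above all total libraries (exact two-sided permutation test, p = 0.1), and with each library left out in turn the log2 fold change stayed between 1.39 and 1.43 for Lrp1, 1.29 and 1.34 for Dync1h1, and 1.45 and 1.51 for Igf2r. Differences among the 3 fold changes were not tested. The fold change of 2 was not reached by Dync1h1 when limma-trend was applied to log2(FPKM + 1), with a log2 fold change of 0.94. Log2 fold changes rose with length across genes. With the trend on the gene length implied by the deposited counts and FPKM removed, the log2 fold change was 1.09 for Lrp1, 1.03 for Dync1h1 and 1.34 for Igf2r. With the trend on the length of the reference transcript removed instead, a correction chosen after seeing the data, it was 0.74, 0.66 and 1.03 in the same order. Each of the 3 genes overlaps a gene on the opposite strand (Gm16217, Gm17111 and Airn, in that order), and the methods do not say whether the counting used strand. All 6 libraries came from stimulated cells, so a change in the fraction with HDM was not tested. A list of secretory and membrane protein mRNAs holds 2 of these 3 genes. It had a median log2 fold change of 0.65, with 60 of 68 higher and 8 lower. For that list, membranes carried into the fraction and an enrichment in SG cores cannot be told apart. The G3BP1 RIP-seq and the published datasets were not analysed here.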

When integrating the SG specific genes with the G3BP1 RIP-seq data, three genes, including low-density lipoprotein receptor related protein 1 *(Lrp1)*, dynein cytoplasmic 1 heavy chain 1 (*Dync1h1)* and insulin like growth factor 2 receptor (*Igf2r*), were overlapped as the potential targets (Fig. 4a and Supplementary Fig. 4f, g), which were also present in the published SG-enriched-genes dataset obtained from U2OS and NIH3T3 cells^20,21^.

**Fig. 4:**
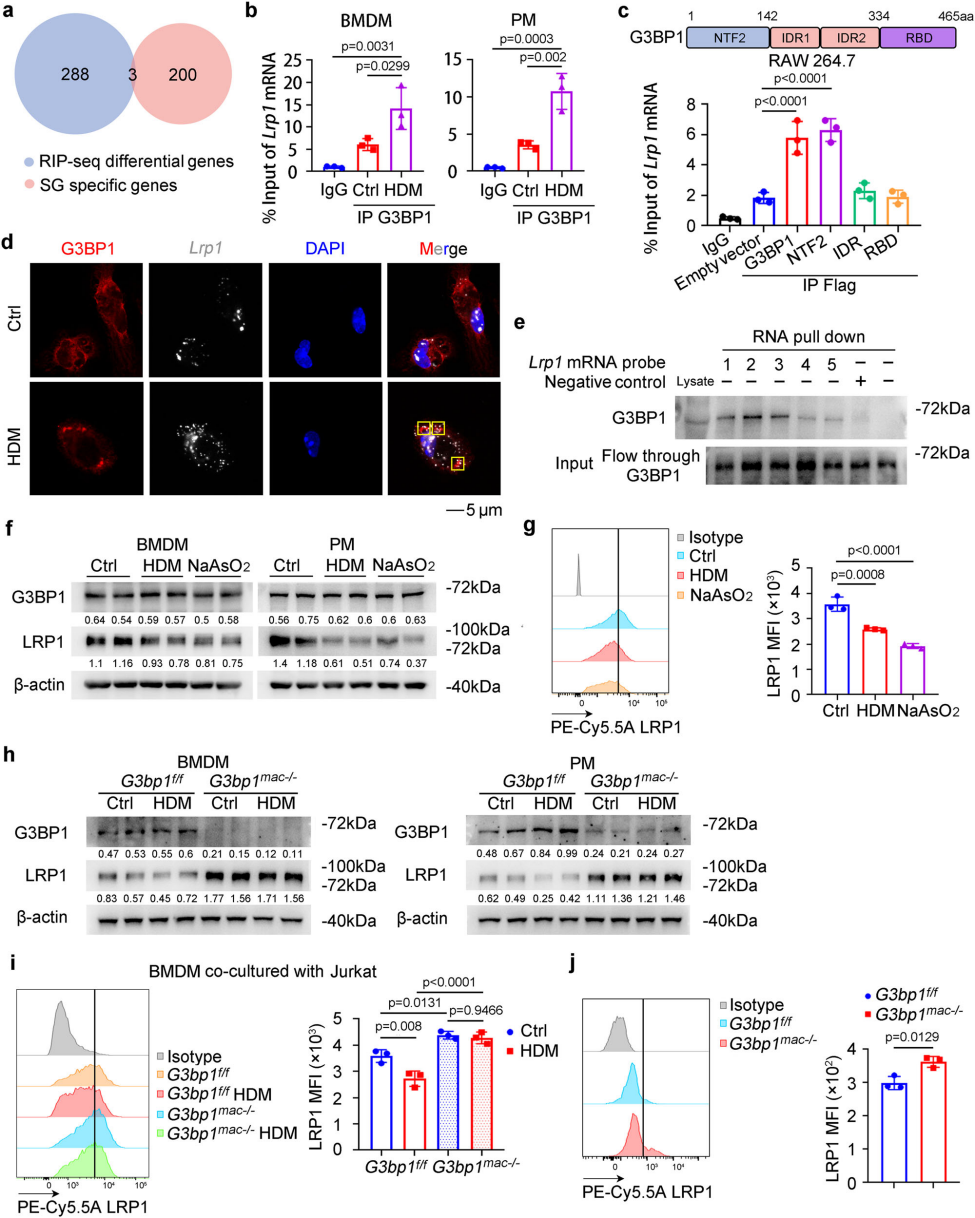
SG assembly in macrophages sequesters *Lrp1* mRNA to suppress its translation. **a** Venn diagram indicating overlap of mRNAs with SG-enrichment and increased G3BP1-binding under stress conditions (using the OmicStudio tools at https://www.omicstudio.cn/tool). **b** The association between G3BP1 and *Lrp1* mRNA in primary macrophages was determined by RIP-qRT-PCR (*n* = 3, biological replicates). (Tukey’s HSD). **c** The association between the NTF2 domain of G3BP1 and *Lrp1* mRNA in RAW 264.7 cells was determined by RIP-qRT-PCR (*n* = 3, biological replicates). (Tukey’s HSD). **d** Immunofluorescence of G3BP1 and RNA-scope imaging of *Lrp1* mRNA in PMs. **e** The association between G3BP1 and *Lrp1* mRNA in PMs was determined by RNA pull-down assay. **f** G3BP1 and LRP1 protein levels in primary macrophages stimulated with HDM (100 µg/well) or NaAsO_2_ (50 µM) were examined by Western blot. **g** LRP1 protein level on the surface of PMs stimulated with HDM (100 µg/well) or NaAsO_2_ (50 µM) were examined by flow cytometry (*n* = 3, biological replicates). (Dunnett’s multiple comparisons test). **h** G3BP1 and LRP1 protein levels in primary macrophages of *G3bp1*^*f/f*^ and *G3bp1*^*mac-/-*^ mice stimulated with HDM (100 µg/well) were examined by Western blot. **i** LRP1 protein level on the surface of BMDMs of *G3bp1*^*f/f*^ and *G3bp1*^*mac-/-*^ mice stimulated with HDM (100 µg/well) were examined by flow cytometry (*n* = 3, biological replicates). (Tukey’s HSD). **j** LRP1 protein level on the surface of PMs of *G3bp1*^*f/f*^ and *G3bp1*^*mac-/-*^ mice were examined by flow cytometry (*n* = 3, biological replicates). (two-tailed unpaired Student’s *t*-test). Data are shown as mean ± s.d. or photographs from one representative of three independent experiments.

LRP1, a multi-ligand receptor, acts as an efferocytosis receptor on macrophages to recognize CALR and PS on apoptotic cells^22,23^, and its mRNA was found to be enriched in the SG cores with higher abundance (Supplementary Fig. 4g). Therefore, we focused on *Lrp1*, and presumed that it was the target for SG assembly-impaired macrophage efferocytosis. 

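In the authors' FPKM values, which are scaled to the total count of each library and carry no TMM factor, Lrp1 was at 51.2 ± 0.64 (SD, n = 3) in total RNA and at 109.8 ± 0.94 (SD, n = 3) in SG RNA, a ratio of 2.14. Igf2r was at 25.5 ± 0.64 in total RNA and 57.4 ± 3.6 in SG RNA, and Dync1h1 at 10.6 ± 0.18 and 21.3 ± 1.3 (SD, n = 3 each). Lrp1 was therefore the most abundant of these mRNAs in both fractions, and the gaps exceeded the SDs. In each gene the FPKM of every SG library was above that of every total library (exact two-sided permutation test, p = 0.1 for each gene, the smallest p that the design allows). Among all enriched genes ordered by their mean FPKM over the 6 libraries, Lrp1 ranked 37, Igf2r 52 and Dync1h1 74. Between 14673 and 35896 fragments per library were counted on Lrp1. Of the 200 tested genes nearest to Lrp1 in transcript length, 95% had a lower log2 fold change. From the role of LRP1 as an efferocytosis receptor and the enrichment and higher abundance of its mRNA in the SG cores, the paper proposes Lrp1 as the target through which SGs act on the uptake of apoptotic cells.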

The association between G3BP1 and *Lrp1* mRNA was determined by RIP-qRT-PCR in both BMDMs and PMs, which could be enhanced under HDM (Fig. 4b), and the nuclear transporter factor 2 (NTF2) domain of G3BP1 was responsible for their binding, which is well-conserved to its human homolog (Fig. 4c and Supplementary Fig. 4h). Furthermore, we conducted rescue experiment in *G3bp1*^*mac-/-*^ macrophages, and confirmed that the NTF2 domain of G3BP1 was responsible for its binding with *Lrp1* mRNA and the inhibition of macrophage engulfment (Supplementary Fig. 4i, j). We also performed RNA-scope, FISH and RNA pull-down assays to confirm that G3BP1 directly associated with *Lrp1* mRNA especially in SGs under stress (Fig. 4d, e and Supplementary Fig. 4k). As recent studies have reported that G3BP1, as the central hub of SG, modulates the stability and translation of mRNAs^2,24^, we performed immunoblotting and flow cytometry, and found that LRP1 protein level in macrophages was significantly reduced post HDM or NaAsO_2_ administration, while *Lrp1* mRNA level was not altered (Fig. 4f, g and Supplementary Fig. 4l, m). Furthermore, macrophages from *G3bp1*^*mac-/-*^ mice exhibited increased LRP1 protein level while unaltered mRNA level as compared to *G3bp1*^*f/f*^, which was also confirmed by *G3bp1* knockdown (Fig. 4h–j and Supplementary Fig. 4n–p). Thus, cytoplasmic SG assembly decreases the protein level of LRP1, the membrane efferocytosis receptor, to impair macrophage efferocytosis, thereby exacerbating AR progression.

### Internal m^7^G-modified *Lrp1* mRNA is shuttled by QKI7 into SGs, thus repressing its translation

To assess whether SG assembly-decreased LRP1 protein expression relied on translational arrest or protein degradation, as its mRNA level was unaltered, we performed polysome profiling and protein degradation assays in macrophages. SG assembly under HDM stimulus significantly repressed the translation of *Lrp1* mRNA, while it was promoted by G3BP1 deficiency (Fig. 5a, b and Supplementary Fig. 5a, b). However, the inhibition of neither proteasome nor lysosome in macrophages could significantly increase LRP1 protein expression (Supplementary Fig. 5c–f). Evidence is emerging that, under stress condition, internal *N*^*7*^-methylguanosine (m^7^G)-modified mRNAs are believed to be shuttled into the SGs for modulating their translational efficiency or mRNA stability^24^. Concomitantly, we found abundant internal m^7^G-modification within *Lrp1* mRNA in macrophages through mRNA m^7^G-methylated RIP-seq (m^7^G-MeRIP-seq) and m^7^G-MeRIP-qRT-PCR, with similar sequence characteristic for its binding with G3BP1 elucidated by RIP-seq (Fig. 5c, d). We also re-analyzed previously published m^7^G-MeRIP-seq data^24,25^, and found that *Lrp1* mRNA was also m^7^G-modified in MEF and some other cell lines, thus suggesting that the m^7^G-modification of *Lrp1* mRNA may be universal in cells (Supplementary Fig. 5g). Additionally, G3BP1 deficiency did not affect the internal m^7^G-modification of *Lrp1* mRNA (Supplementary Fig. 5h). Thus, *Lrp1* mRNA is m^7^G-modified, which may be shuttled into the assembled SGs to suppress its translation in macrophages post stress.

**Fig. 5:**
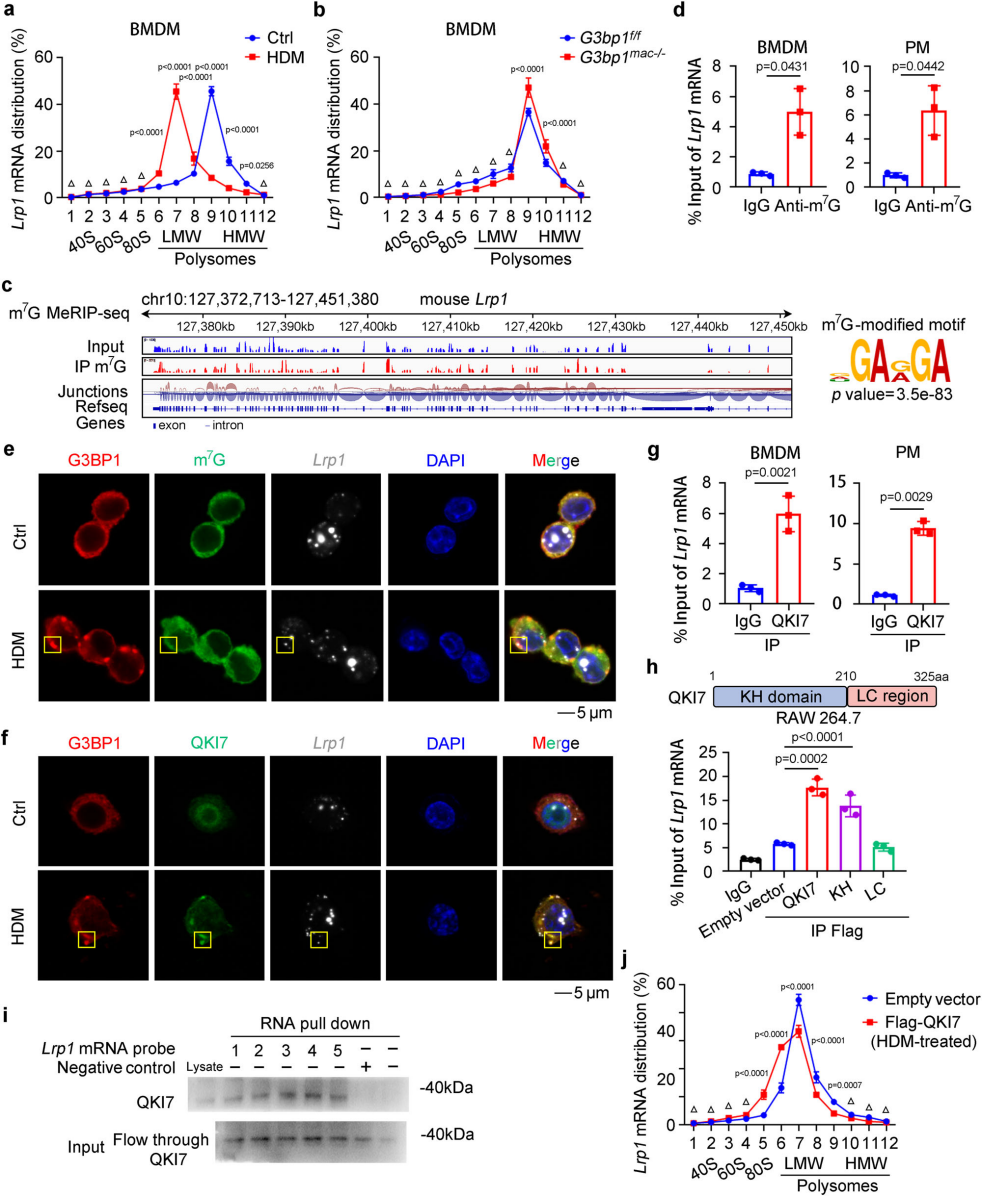
Internal m^7^G-modified *Lrp1* mRNA is shuttled by QKI7 into SGs thus repressing its translation. **a** BMDMs were administrated with HDM (200 µg/well), and relative *Lrp1* mRNA distribution in each ribosome fractions was analyzed by qRT-PCR (*n* = 3, biological replicates). (Tukey’s HSD). **b** In BMDMs from *G3bp1*^*f/f*^ and *G3bp1*^*mac-/-*^ mice, relative *Lrp1* mRNA distribution in each ribosome fractions was analyzed by qRT-PCR (*n* = 3, biological replicates). (Tukey’s HSD). **c** Sequencing read clusters from m^7^G MeRIP-seq analysis of *Lrp1* mRNA in PMs and top consensus motif identified by HOMER with MeRIP-seq peaks. **d** m^7^G modification of *Lrp1* mRNA in primary macrophages was examined by m^7^G-RIP-qRT-PCR (*n* = 3, biological replicates). (two-tailed unpaired Student’s *t*-test with Welch’s correction). **e** Immunofluorescence of G3BP1 and m^7^G-modified mRNA, and RNA-scope imaging of *Lrp1* mRNA in PMs. **f** Immunofluorescence of G3BP1 and QKI7, and RNA-scope imaging of *Lrp1* mRNA in PMs. **g** The association between QKI7 and *Lrp1* mRNA in primary macrophages was determined by RIP-qRT-PCR (*n* = 3, biological replicates). (two-tailed unpaired Student’s *t*-test). **h** The association between the KH domain of QKI7 and *Lrp1* mRNA in RAW 264.7 cells was determined by RIP-qRT-PCR (*n* = 3, biological replicates). (Tukey’s HSD). **i** The association between QKI7 and *Lrp1* mRNA in PMs was determined by RNA pull-down assay. **j** In QKI7-overexpressed RAW 264.7 cells stimulated by HDM (200 µg/well), relative *Lrp1* mRNA distribution in each ribosome fractions was analyzed by qRT-PCR (*n* = 3, biological replicates). (Tukey’s HSD). Data are shown as mean ± s.d. or photographs from one representative of three independent experiments. Δ not significant.

It has been reported that Quaking protein 7 (QKI7), a newly found internal m^7^G reader, fine-tunes the stability and translation of a set of internal m^7^G-modified transcripts under stress by shuttling them into SGs^24^. Therefore, we presumed that internal m^7^G-modified *Lrp1* mRNA was recognized by QKI7 and then shuttled accordingly into the assembled SGs of macrophages under stress. The co-localization between QKI7 and G3BP1 was found in the SGs of macrophages under HDM stress, which recruited m^7^G-modified *Lrp1* mRNA into the assembled SGs (Fig. 5e, f and Supplementary Fig. 5i). Moreover, the association between QKI7 and *Lrp1* mRNA was determined by RIP-qRT-PCR assay in macrophages, which was confirmed by the re-analysis of the published RIP-seq dataset from HepG2 and U2OS cells (Fig. 5g and Supplementary Fig. 5j)^24^. Additionally, K homology (KH) domain of QKI7, a well-conserved domain, was responsible for their binding (Fig. 5h and Supplementary Fig. 5k). Furthermore, we performed RNA pull-down assay to confirm that QKI7 directly associated with *Lrp1* mRNA (Fig. 5i). Additionally, the association between QKI7 and *Lrp1* mRNA was not influenced by G3BP1 (Supplementary Fig. 5l), and the m^7^G-modification of *Lrp1* mRNA was not influenced by QKI7 (Supplementary Fig. 5m, n). Given that SG assembly may suppress the translation of the internalized m^7^G modified mRNAs, we then sought to assess whether QKI7, as a m^7^G reader, could modulate the fate of *Lrp1* mRNAs in SGs. We re-analyzed the previously published ribosome sequencing (Ribo-seq) data, and found that overexpression of QKI7 significantly attenuated the translation efficiency of *LRP1* mRNA under stress conditions, which was even more prominent than *GSK3B* mRNA, a translational arrest target described in that published study (Supplementary Fig. 5o)^24^. Therefore, we performed a polysome profiling assay under HDM stimulus, and QKI7 overexpression significantly reduced the enrichment of *Lrp1* mRNA in polysome fractions under stress (Fig. 5j and Supplementary Fig. 5p), confirming that QKI7 sequesters *Lrp1* mRNA within the assembled SGs and suppresses its translation under stress. Thus, the internal m^7^G-modified *Lrp1* mRNA is shuttled by the m^7^G reader QKI7 into the assembled SGs of macrophages under stress to attenuate its translational efficiency, which may then impair macrophage efferocytosis to promote AR progression.

### The SG-promoted AR depends on the inhibition of efferocytosis receptor LRP1

To directly address the role of the assembled SG-inhibited LRP1 expression in suppressing macrophage efferocytosis and promoting AR, we generated macrophage-specific *Lrp1* knockout (*Lrp1*^*mac-/-*^) mice by crossing *Lrp1* floxed (*Lrp1*^*f/f*^) to *Csf1r-Cre* mice (Supplementary Fig. 6a, b). In the OVA-induced AR mouse model, opposite to *G3bp1*^*mac-/-*^ mice, *Lrp1*^*mac-/-*^ mice displayed more severe AR symptoms with increased sneezing and scratching counts (Fig. 6a), aggravated mucosa damage with higher AR histological score (Fig. 6b and Supplementary Fig. 6c, d), elevated infiltration of eosinophils, neutrophils and T cells (Fig. 6c), increased cytokines expression in the nasal mucosa (Supplementary Fig. 6e), and higher cytokines production in NLF (Fig. 6d) than those of *Lrp1*^*f/f*^ mice. Additionally, serum OVA-specific IgE concentration was also elevated in *Lrp1*^*mac-/-*^ mice (Supplementary Fig. 6f). We also measured *Il-4* mRNA expression during Th2 differentiation, and found no significant difference between *Lrp1*^*f/f*^ and *Lrp1*^*mac-/-*^ (Supplementary Fig. 6g). Next, both in vivo and in vitro efferocytosis assay determined that LRP1 deficiency disturbed macrophage phagocytotic ability to clear apoptotic cells, thus promoting AR progression (Fig. 6e–g). Furthermore, recombinant mouse LRPAP protein, a LRP1 blocker, was utilized in the efferocytosis assay, confirming the inhibition of macrophage efferocytosis and reduction of *Il-10* expression by the suppression of LRP1 (Supplementary Fig. 6h, i).

**Fig. 6:**
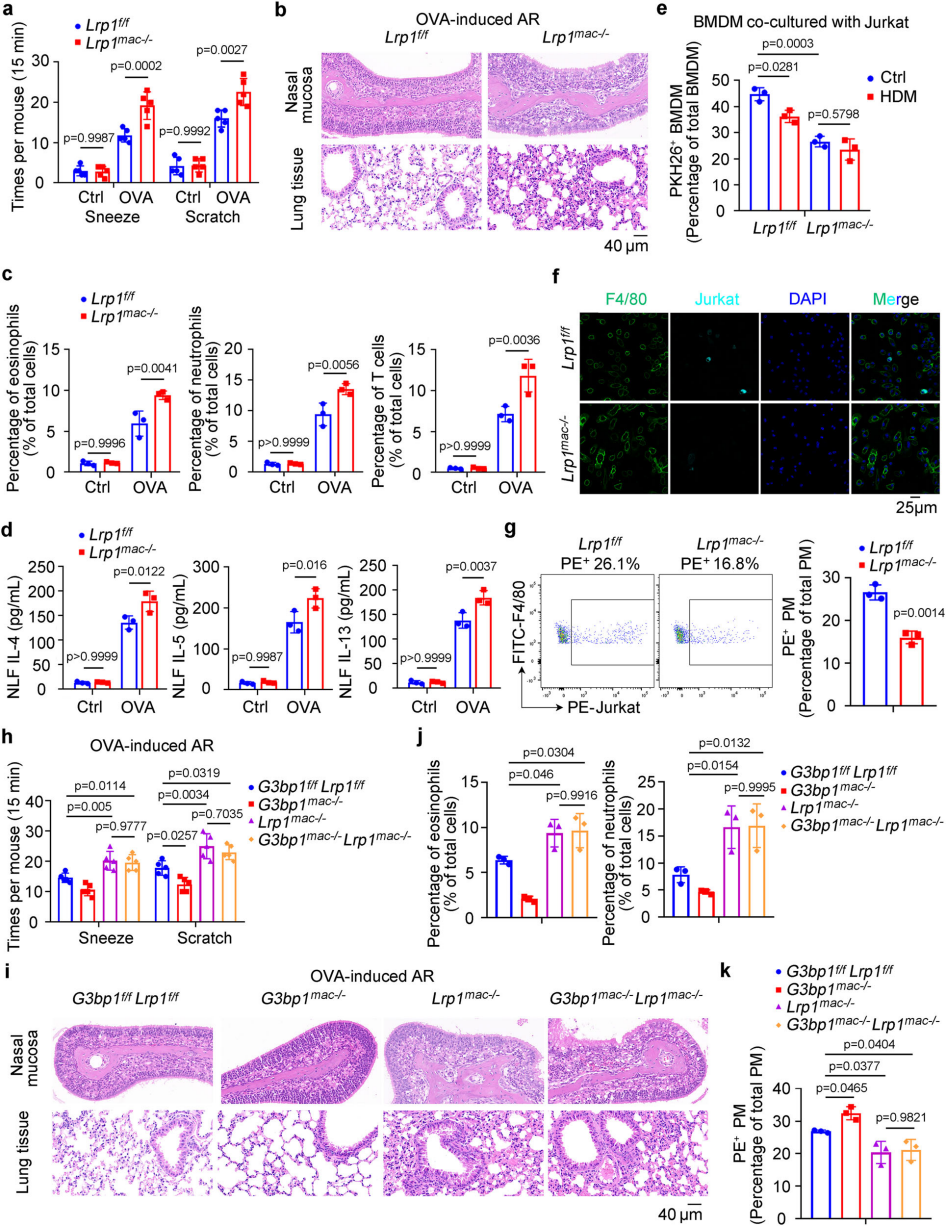
The SG-promoted AR depends on the inhibition of efferocytosis receptor LRP1. **a**–**d** *Lrp1*^*f/f*^ and *Lrp1*^*mac-/-*^ mice were administrated with OVA to induce AR symptoms as depicted in Supplementary Fig. 2e. **a** Times of sneezes and scratches in each mouse was counted in 15 min after last i.n. challenge (*n* = 5, biological replicates). (Tukey’s HSD). **b** H&E staining of the nasal mucosa and lung tissues from AR mice. **c** Flow cytometry of eosinophils, neutrophils and T cells in the nasal mucosa of control and AR mice (*n* = 3, biological replicates). (Tukey’s HSD). **d** ELISA assay of IL-4, IL-5, and IL-13 in the NLF obtained from control and AR mice (*n* = 3, biological replicates). (Tukey’s HSD). **e** In vitro efferocytosis assay of PKH26-labeled apoptotic Jurkat cells engulfed by *Lrp1*^*f/f*^ and *Lrp1*^*mac-/-*^ BMDMs was measured by flow cytometry (*n* = 3, biological replicates). (Tukey’s HSD). **f** Representative immunofluorescence assay showing efferocytosis of apoptotic cells (labeled with Claret) by *Lrp1*^*f/f*^ and *Lrp1*^*mac-/-*^ macrophages (labeled with F4/80). **g** In vivo efferocytosis assay of PKH26-labeled apoptotic Jurkat cells engulfed by *Lrp1*^*f/f*^ and *Lrp1*^*mac-/-*^ macrophages was measured by flow cytometry (*n* = 3, biological replicates). (two-tailed unpaired Student’s test). **h**–**j** *G3bp1*^*f/f*^*Lrp1*^*f/f*^*, G3bp1*^*mac-/-*^, *Lrp1*^*mac-/-*^, and *G3bp1*^*mac-/-*^*Lrp1*^*mac-/-*^ mice were administrated with OVA to induce AR symptoms as depicted in Supplementary Fig. 2e. **h** Times of sneezes and scratches in each mouse was counted in 15 min after last i.n. challenge (*n* = 5, biological replicates). (Dunnett’s multiple comparisons test). **i**, H&E staining of the nasal mucosa and lung tissues from AR mice. **j** Flow cytometry of eosinophils and neutrophils in the nasal mucosa of control and AR mice (*n* = 3, biological replicates). (Dunnett’s multiple comparisons test). **k** In vivo efferocytosis assay of PKH26-labeled apoptotic Jurkat cells engulfed by *G3bp1*^*f/f*^*Lrp1*^*f/f*^*, G3bp1*^*mac-/-*^, *Lrp1*^*mac-/-*^, and *G3bp1*^*mac-/-*^*Lrp1*^*mac-/-*^ macrophages was measured by flow cytometry (*n* = 3, biological replicates). (Dunnett’s multiple comparisons test). Data are shown as mean ± s.d. or photographs from one representative of three independent experiments.

Furthermore, we crossed and generated macrophage-specific *G3bp1* and *Lrp1* double knockout (*G3bp1*^*mac-/-*^*Lrp1*^*mac-/-*^) mice by crossing *G3bp1*^*f/f*^*Lrp1*^*f/f*^ to *Csf1r-Cre* mice to examine whether the assembled SG-promoted AR was dependent on the suppressed downstream LRP1 (Supplementary Fig. 6b). *G3bp1*^*mac-/-*^ under *Lrp1*^*mac-/-*^ failed to alleviate the OVA-induced AR symptoms, and the symptoms were similar between *G3bp1*^*mac-/-*^*Lrp1*^*mac-/-*^ and *Lrp1*^*mac-/-*^ mice (Fig. 6h and Supplementary Fig. 6j), which was confirmed by the analysis of mucosa histological score (Fig. 6i and Supplementary Fig. 6k), immune cells infiltration (Fig. 6j), cytokines production (Supplementary Fig. 6l), and serum OVA-specific IgE (Supplementary Fig. 6m). The decreased macrophage efferocytosis by *Lrp1*^*mac-/-*^ was also not alleviated by *G3bp1*^*mac-/-*^ in vivo (Fig. 6k). Hence, G3BP1 deficiency failed to promote macrophage efferocytosis and suppress AR development under LRP1 deficient background, suggesting that the assembled SG-impaired macrophage efferocytosis is dependent on the suppressed downstream LRP1.

### Preventing SG assembly with G3BP1-specific inhibitor alleviates AR progression

We found above that G3BP1 associated with *Lrp1* mRNA through its NTF2 domain (Fig. 4c), and noticed that a recently reported G3BP1 inhibitor (G3Ia, FAZ-3532), also targeting the NTF2 domain, disrupted the co-condensation of G3BP1 and RNAs, and inhibited SG formation^26^. Thus, we treated BMDMs with G3Ia, followed by the administration of HDM, and SG assembly was significantly inhibited in a dose-dependent manner (Supplementary Fig. 7a). To identify the effect of G3Ia on AR progression, OVA-induced AR mice were intranasal (i.n.) treated with vehicle, NaAsO_2_ (0.015 mg/kg), or G3Ia (0.05 mg/kg) once a day, together with OVA challenge for 7 days, or HDM-induced AR mice were i.n. treated with vehicle or G3Ia together with HDM challenge for 5 days as presented (Supplementary Fig. 7b). Group of NaAsO_2_, the SG inducer, exhibited more severe AR symptoms, while G3Ia treatment effectively alleviated AR progression (Fig. 7a). Simultaneously, the treatment using G3Ia significantly improved mucosa integrity, inhibited immune cells infiltration, cytokines production, and serum OVA-specific IgE (Fig. 7b–f and Supplementary Fig. 7c, d). The G3Ia treatment also significantly alleviated HDM-induced AR symptoms and mucosa damage (Supplementary Fig. 7e, f). Additionally, G3Ia treatment successfully rescued the defect of macrophage efferocytosis under stress and restored LRP1 expression at the protein level (Supplementary Fig. 7g, h). Hence, the prevention of SG assembly using G3BP1-NTF2 domain-specific inhibitor alleviates AR symptoms, which may be effective in the targeted therapy.

**Fig. 7:**
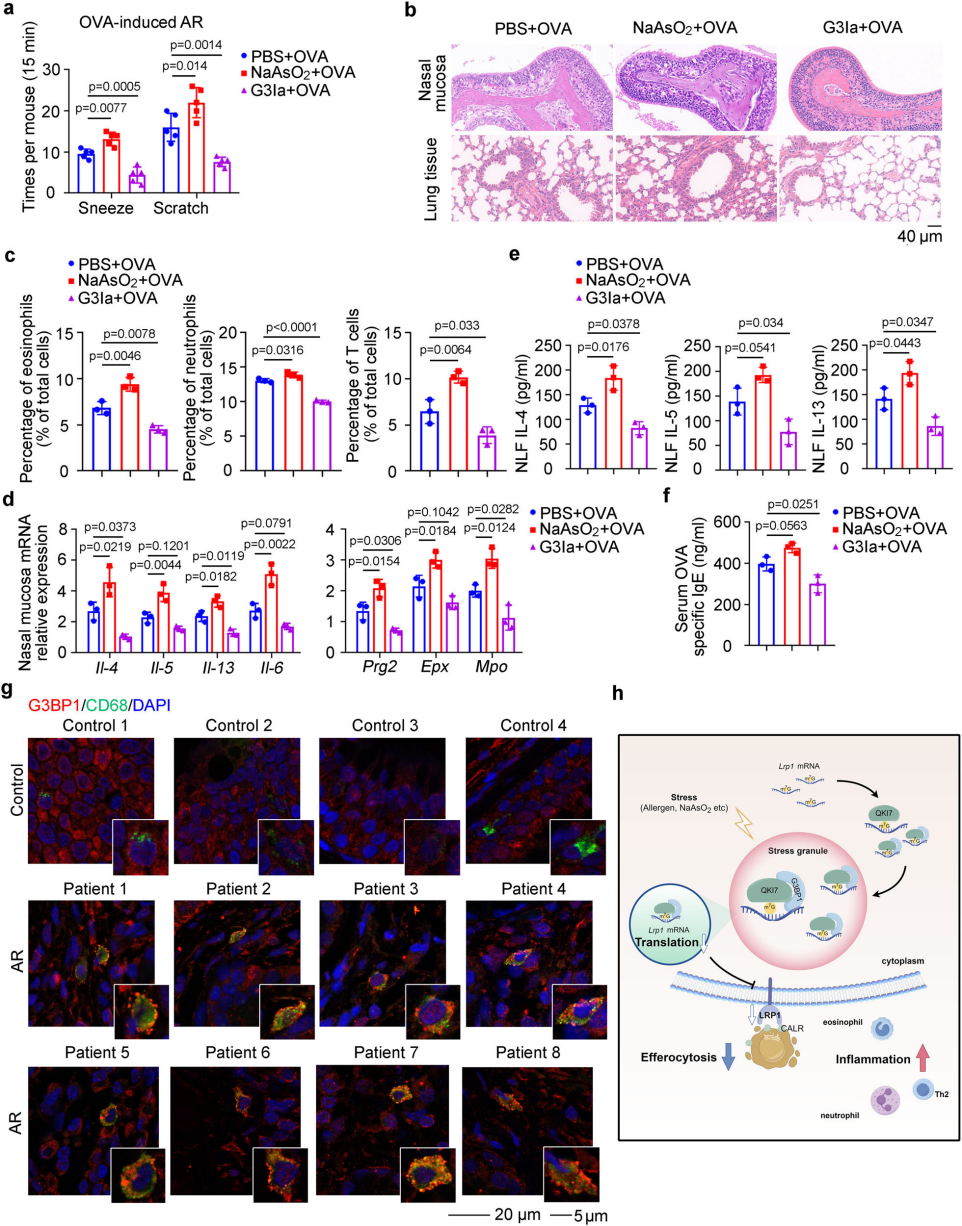
SG assembly inhibitor alleviates AR symptoms, and SGs are assembled in nasal macrophages of AR patients. **a**–**f** Mice were administrated by OVA and treated with PBS, NaAsO_2_ (0.015 mg/kg), or G3Ia (0.05 mg/kg) as depicted in Supplementary Fig. 7b. **a** Times of sneezes and scratches in each mouse was counted in 15 min after last i.n. challenge (*n* = 5, biological replicates). (Dunnett’s multiple comparisons test). **b** H&E staining of the nasal mucosa and lung tissues from AR mice. **c** Flow cytometry of eosinophils, neutrophils and T cells in the nasal mucosa of AR mice (*n* = 3, biological replicates). (Dunnett’s multiple comparisons test). **d** ELISA assay of IL-4, IL-5, and IL-13 in the NLF obtained from AR mice (*n* = 3, biological replicates). (Dunnett’s multiple comparisons test). **e** mRNA expressions of cytokines, *Prg2*, *Epx*, and *Mpo* were detected by qRT-PCR in the nasal mucosa of AR mice (*n* = 3, biological replicates). (Dunnett’s multiple comparisons test). **f** Serum OVA-specific IgE level in the AR mice (*n* = 3, biological replicates). (Dunnett’s multiple comparisons test). **g** Representative immunofluorescence imaging showing the SG assembly in macrophages (CD68) in the nasal mucosa from healthy controls and AR patients. **h** Working model for SG assembly-inhibited macrophage efferocytosis through *Lrp1* mRNA translational arrest to aggravate AR progression, created by Figdraw (export ID: IRIRWb0667). Data are shown as mean ± s.d. or photographs from one representative of three independent experiments.

### SGs are assembled in the macrophages of nasal mucosa from AR patients

We then examined the human nasal mucosa tissues from patients, which were collected during nasal surgery, including deviated nasal septum without AR (as healthy controls), and AR patients (Supplementary Fig. 7i). The SG formation in the nasal mucosa from healthy controls and AR patients was analyzed, and we found that SGs were assembled in the macrophages of nasal mucosa from AR patients, but not in the healthy controls, thereby suggesting that the assembled SGs in nasal mucosa macrophages may participate in the etiology of human AR (Fig. 7g and Supplementary Fig. 7j, k). Altogether, we discover that SG assembly under stress sequestered the internal m^7^G-modified *Lrp1* mRNA, recognized and shuttled by the m^7^G reader QKI7, and then suppressed the translation of efferocytosis receptor *Lrp1* mRNA, thus impairing macrophage efferocytosis of apoptotic immune cells to aggravate AR progression (Fig. 7h).

## Discussion

In the past decade, the critical roles of macrophages in the innate immunity, infectious diseases, and tumor microenvironment have attracted much attention and been thoroughly demonstrated, especially their efferocytotic ability to clear apoptotic immune cells, resolve inflammation, and maintain tissue homeostasis^15,27^. However, the function of macrophage efferocytosis in allergic diseases especially AR is still elusive. Here, we identify that during AR and upon stimulus, SGs are assembled specifically in the macrophages within nasal mucosa, which then impairs the efferocytotic ability to clear apoptotic immune cells and increase the production of type II cytokines, thus aggravating AR progression. Hence, the roles of SG assembly and macrophage efferocytosis in AR development have been exhibited, and the potential therapeutic target has been suggested in this study.

The roles of epithelial cells, Th2 cells, B cells, ILC2s, and their crosstalk in the regulation of the innate and adaptive immune responses in the pathogenesis of allergic airway diseases have been intensively investigated^7,28^. For the epithelial cells, it was reported that SG assembly in bronchial epithelial cells facilitated the nuclear-cytoplasmic transport of IL-33, the important epithelial cell-derived alarmin, to promote its production and aggravate allergic bronchopulmonary airway inflammation^29^. However, we did not find the assembled SGs in the epithelial cells of nose, which may be due to the different origins, differentiation processes, structures, and biological functions between nasal and bronchial epithelial cells. Moreover, our scRNA-seq data of CD45^+^ cells from the nasal mucosa of AR mice identified that *G3bp1* was also expressed in T and B cells, both were critical cells in the pathogenesis of AR. Although we did not find the significant SG assembly in these two cell types, it remains the important scientific questions that which stimulus can induce the assembly of SGs in these cells and what are the functions of SG formation in their pro-allergic property, especially that whether SGs are assembled in these cells during the early sensitization period is still not investigated.

Macrophage efferocytosis clears apoptotic cells to prevent secondary necrosis and the release of proinflammatory necrotic cell debris, and the defects of apoptotic cell uptake contribute to the uncontrolled inflammation and impaired tissue homeostasis^6,15^. Previous studies demonstrated that defective phagocytosis of apoptotic eosinophils and neutrophils by depressed efferocytosis of airway macrophages delayed the resolution of inflammation and contributed to the pathogenesis of asthma^30,31^. Together with our study that the impaired macrophage efferocytosis participates in AR development, the design of new approaches to enhance macrophage efferocytotic ability may have considerable potential in the treatment of allergic airway diseases. The reduced efferocytosis receptor LRP1 by SG assembly is determined to be responsible for the impaired efferocytosis of macrophages upon stimulus. It raises an interesting question that whether the defective efferocytotic ability of stressed macrophages is a common mechanism in the pathogenesis of series of inflammatory or allergic diseases, which needs to be investigated extensively. Additionally, the potential roles of other important efferocytosis regulators, such as the ‘don’t eat me’ signal CD47, are also needed to be assessed in the pathogenesis of AR.

In the macrophages without stimulus, we find that G3BP1 and QKI7 distribute evenly in the cytoplasm. When SGs are assembled, the internal m^7^G-modified *Lrp1* mRNA is shuttled by QKI7 into the SG, which is consistent with the determined direct association between G3BP1 and QKI7^24^. It would be interesting and necessary to investigate the underlying mechanism responsible for this induced association between G3BP1 and QKI7. A previous report indicates that the conformational switch and clustering of G3BP drive SG assembly upon stress^32^, whether this also facilitates the association between G3BP1 and QKI7 needs to be illustrated. Additionally, as stress induces various kinds of post-translational modifications of G3BP1, including ubiquitination, methylation, and acetylation^33–35^, whether these modifications can result in the induced association between G3BP1 and QKI7 is still unknown. Since G3BP1 is the central node of protein-RNA interaction network in SGs^36^, QKI7, with the ability to associate with G3BP1, may be one of the inherent components in the assembled SGs. A current study shows that RNA damage can induce the formation of specific DHX9 SGs, which are different from the classic SGs and share different core proteins and RNA profiling^37^. It would be interesting and necessary to investigate whether QKI7 is also included in the DHX9 SGs or specifically in the formation of traditional SGs. Moreover, we present that SG assembly in macrophages represses efferocytosis in AR pathogenesis, which is different from the role of SGs in bronchial epithelial cells to promote IL-33. This discrepancy also suggests the different biological functions of SGs in different types of cells^29^, which is closely related to the properties and characteristics of the cell types.

In the macrophages of nasal mucosa, we identify that internal m^7^G-modified *Lrp1* mRNA is shuttled by QKI7 into the assembled SGs to mediate its translational repression, which impairs macrophage efferocytosis to aggravate AR. As reported, methyltransferase like 1 (METTL1)-WD repeat domain 4 (WDR4) complex is demonstrated to methylate a subset of internal m^7^G sites within mRNAs, and the depletion of them not only attenuates the enrichment of internal m^7^G-modified mRNAs in the assembled SGs, but also impairs the binding of QKI7 with the m^7^G-modified targets^24^. Thereafter, it would be intriguing to investigate whether METTL1 or WDR4 also participate in the regulation of macrophage efferocytosis, pathogenesis of AR, tissue repair and healing, resolution of inflammation, and the development of associated inflammatory diseases.

As reported by several studies, a set of compounds were designed to disrupt the formation of SGs, including glutamate dehydrogenase1/2 (GLUD1/2) inhibitor (Epigallocatechin Gallatein), c-Jun N-terminal kinase (JNK) activator (anisomycin), and eukaryotic initiation factor 2α (eIF2α) activator (ISRIB, a brain-penetrant inhibitor of integrated stress response)^38–41^. However, all these compounds are not designed to directly target G3BP1. Compared with the previous inhibitors, we introduced a currently reported small molecule compound G3Ia, specifically targeting the NTF2 domain of G3BP1, which was determined to be responsible for the association of G3BP1 with *Lrp1* mRNA in this study. As expected, the intranasal treatment of G3Ia successfully inhibited SG assembly, promoted macrophage efferocytosis, and alleviated the pathogenesis of AR, suggesting the considerable therapeutic potential of targeting G3BP1 SG assembly using this inhibitor intranasally for the treatment of AR. At present, nasal spray of glucocorticoid or oral administration of histamine antagonists are the primary treatments for AR patients, but the low persistence of curative effect and concern for side effects of long-term use are still the main problems^7^. Recent specific immunotherapy is also characterized by lengthy duration (2–3 years), complex procedures, and low patient adherence, with unsatisfactory long-term effects presented by the trials^42^. As our study has presented the assembled SGs in nasal mucosa macrophages of AR patients, the nasal spray of G3Ia may be promising in the treatment of AR patients, which is needed to be determined in the clinical investigation.

## Methods

### Tissues

Human nasal mucosa samples were obtained from patients during nasal surgery in Second Military Medical University (Shanghai, China), including deviated nasal septum without AR (as healthy controls), and AR patients with the diagnosis based on the symptoms and allergen-specific IgE level class ≥2. All the tissue samples in this study were collected with written informed consent from the patients, and the experiments were approved by the Institute Research Ethics Committee of Second Military Medical University (2024SL128).

### Mice

C57BL/6 J mice (Female; 6–8 weeks old) were obtained from the Joint Ventures Sipper BK Experimental Animal Company (Shanghai, China). *G3bp1*^*f/f*^ (No. S-CKO-09896) mice were constructed by Cyagen Biosciences Corporation (Suzhou, China). *Ly6g*-Cre (NM-KI-200219) mice and *Siglecf*-Cre (NM-KI-231128) mice were constructed by Shanghai Biomodel Organism Science & Technology Development Corporation (Shanghai, China). *Lrp1* ^*f/f*^ mice (No. T064127) and *Csf1r*-Cre mice (No. T005640) were constructed by GemPharmatech (Nanjing, China). *Lyz2*-Cre mice (No. 004781) were obtained from The Jackson Laboratory. Genotyping was done by PCR analysis on genomic DNA extracted from mice tails as previously described^43^. All animal experiments were undertaken in accordance with the National Institute of Health Guide for the Care and Use of Laboratory Animals, with the approval of the Scientific Investigation Board of Second Military Medical University, Shanghai, China. All mice were bred and housed in a specific pathogen-free (SPF) animal facility at a temperature of 23 ± 2 °C, relative humidity range between 40-70% environment with a 12 h light/dark cycle. The experimental and control mice were co-housed.

### Primer sequences for mice identification

*G3bp1*^*f/f*^ forward: 5’- CAG TCT GCA TGT CTT TAA CCT CTT −3’, reverse: 5’- ACA CAA GAG TGG TGG ATA GTA TCA G −3’; *Lrp1*^*f/f*^ forward: 5’- TAC AAG TGC GTG CTA CTG CAT ACA G-3’, reverse: 5’- GTA GAG ACC TAA GGC ATC AGG TCC C −3’; *Lyz2*-Cre forward: 5’- CCC AGA AAT GCC AGA TTA CG −3’, reverse: 5’- CTT GGG CTG CCA GAA TTT CTC −3’; *Ly6g*-Cre forward: 5’-CTG CAA CCT GGT CAG AGA GG-3’, reverse: 5’- AGC ATT GGA GTC AGA AGG GC-3’; *Siglecf*-Cre forward: 5’-CAG GCA ACA GAC TCA GGG AG-3’, reverse: 5’-CCT GTT GTT CAG CTT GCA CC-3’; *Csf1r*-Cre forward: 5’-GGA CTA TGC TAA CCT GCC AAG C-3’, reverse: 5’-GGA ATG CTC GTC AAG AAG ACA G-3’.

### Reagents

Antibodies specific to G3BP1 (45656), LRP1 (64099), eIF4G (2498), horseradish peroxidase coupled secondary antibodies (7074 and 7076) and normal rabbit IgG (2729) were purchased from Cell Signaling Technology (Danvers, MA). Polyclonal antibody specific to G3BP1 (13057-2-AP), polyclonal antibody specific to eIF3b (10319-1-AP) and monoclonal antibody specific to G3BP1 (66486-1-Ig) were purchased from Proteintech (Wuhan, China). Antibodies specific to CD45 (GB113886), CD3 (GB11014), CD11b (GB115689), CD19 (GB11061-1), and β-actin (12044) were purchased from Servicebio (Wuhan, China). Antibody specific to Flag-tag (F1804) were from Sigma-Aldrich (St. Louis, MO). Antibody specific to m^7^G (RN017M) was from MBL International Corporation (Schaumburg, IL). Antibody specific to QKI7 (N183/15) was from NIH NeuroMab Facility Corporation (Davis, CA). Alexa Fluor 555 coupled secondary antibodies (A-21428 and A-21422), Alexa Fluor 488 coupled secondary antibodies (A-11008 and A-11001), Alexa Fluor 647 coupled secondary antibody (A-21244), and antibody specific to CD91-NovaFluor Yellow 730 (H073T03Y07-A) were purchased from Invitrogen (Carlsbad, CA). Antibodies specific to CD45-BV711 (103147), CD11b-PE (101207), Ly6G-Percp.cy5.5 (127615), SiglecF-APC (155507), F4/80-FITC (157310), CD19-APC-CY7 (152411), CD3ε-FITC (100305) and TruStain FcX CD16/32 (101320) were from BioLegend (San Diego, CA). Protease inhibitor cocktail (11836170001), Ovalbumin (A5503), CellVue Claret Far Red Fluorescent Cell Linker Midi Kit (MINCLARET), PKH26 Red Fluorescent Cell Linker Midi Kit (MIDI26), PKH67 Red Fluorescent Cell Linker Midi Kit (MIDI67), sodium arsenite (S7400), hyaluronidase (V900833), DNase I (10104159001), Magna RIP RNA binding protein immunoprecipitation (RIP) Kit (17-700) and Magna ChIP Protein A + G Magnetic Beads (16-663) were purchased from Sigma Aldrich. Anti-FLAG M2 Magnetic Beads (M8823), PureProteome Protein A/G Mix Magnetic Beads (LSKMAGAG), and sucrose (573113) were purchased from Millipore. BD Horizon Fixable Viability Stain 510 (564406), Fixation and Permeabilization Solution (554722), and Perm/Wash Buffer (554723) were purchased from BD Biosciences. Dynabeads mRNA Purification Kit (61006), Sodium Pyruvate (11360070), GlutaMax Supplement (35050061), β-mercaptoethanol (21985023), Imject Alum (77161), Pierce ECL Western (PI32106), SUPERase, In RNase Inhibitor (AM2694), Pierce Protein A/G Magnetic Beads (88803), and Pierce Magnetic RNA-Protein Pull-Down Kit (20164) were purchased from Thermo Fisher Scientific (Waltham, MA). RNA Clean & Concentrator-5 (R1015) was purchased from Zymo Research (Orange County, CA). HDM (XPB91D3A2.5) was purchased from Stallergenes Greer. Cycloheximide (HY-12320), MG132 (HY-13259), and G3Ia (HY-162288) were purchased from MedChemExpress. Recombinant mouse LRPAP protein (4480-LR) was purchased from R&D system. Transfection reagent jetPRIME (101000001) was purchased from Polyplus (Illkirch, France). Transfection reagent Lipofectamin RNAiMAX (13778150) and TRIzol (15596026CN) were purchased from Invitrogen. FuGENE HD Transfection Reagent (HD-1000) was purchased from Fugene LCC (Middleton, Wisconsin). EasySep Mouse Neutrophil Enrichment Kit (19762), EasySep Mouse F4/80 Enrichment Kit (100-0659) and EasySep Mouse T Cell Isolation Kit (9851RF) were purchased from Stem Cell Technologies (Vancouver, BC). Recombinant mouse IL-4 (574304) was purchased from Biolegend. Recombinant murine IL-5 (215-15), murine stem cell factor (SCF) (250-03), and murine M-CSF (315-02) were purchased from PeproTech (Cranbury, NJ). Recombinant murine Flt3 ligand (ab270071) and Mounting Medium with DAPI (ab104139) were purchased from Abcam (Cambridge, UK). NEB Next Magnesium RNA Fragmentation Module (E6150S) and T4 polynucleotide kinase (M0201S) were purchased from New England Biolabs (Ipswich, MA). Tobacco Decapping Plus 2 (94) was purchased from Enzymax (Lexington, KY). DMEM (11965092), Fetal Bovine Serum (FBS, 10099141 C), RPMI 1640 (11875093), Penicillin Streptomycin (15140122), HEPES (15620080), Non-essential Amino Acids solution (100×, 11140076), Collagenase type I (17100017), and Trypsin-EDTA (0.05%) (25300054) were from Gibco (Shanghai, China). LEGEND MAXTM Mouse IL-4 ELISA Kit (431107) was purchased from Biolegend. Mouse IL-13 Quantikine ELISA Kit (M1300CB) and mouse IL-5 Quantikine ELISA Kit (M5000) were purchased from R&D Systems (Minneapolis, MN). Mouse OVA-specific IgE ELISA Kit (BPE20761) was purchased from Lengton Biology (Shanghai, China).

### AR mouse models

Mice were sensitized on days 0, 7, and 14 by intraperitoneal (i.p.) injections of OVA (0.1 mg) together with Imject Alum (2 mg) in 200 μL PBS. From days 21 to 27, these mice were intranasally (i.n.) challenged with 2 mg of OVA in 20 μL PBS without anesthesia. On day 27, the AR symptoms of mice were measured. In detail, after the last nasal drip, each mouse was placed alone in the cage position for 15 min, and the number of scratching and sneezing of each mouse within 15 min was counted. On day 28, these mice were anesthetized for further analysis.

HDM-induced AR mouse model was constructed according to the previously reported protocols^44^. Mice were i.n. sensitized with HDM (*D. pteronyssinus*, 1 μg) on day 0 in 20 μL PBS. From days 7 to 11, these mice were i.n. challenged with 10 μg of HDM in 20 μL PBS without anesthesia. On day 11, the AR symptoms of mice were measured. In detail, after the last nasal drip, each mouse was placed alone in the cage position for 15 min, and the number of scratching and sneezing of each mouse within 15 min was counted. On day 12, these mice were anesthetized for further analysis.

Nasal lavage fluid (NLF) was collected. The nasal mucosa was harvested for hematoxylin-eosin (H&E) staining, periodic acid-Schiff (PAS) staining, flow cytometry assay, RNA isolation and immunofluorescence. Histological scores were calculated based on the status of epithelial cells: (0) normal, (1) loss of microvilli, (2) part shedding, (3) complete shedding; and cell infiltration: (0) normal, (1) mild, (2) severe, and (3) exudate to the lumen^45^. Lungs was harvested for H&E staining. For cell analysis, the nose was lavage three times with 1 mL cold PBS with 10 mM EDTA, and the lavage was centrifuged to collect the precipitates. For cytokine assessment, the nose was lavage three times with 0.5 mL cold PBS with 10 mM EDTA, and the supernatants were collected, then IL-4, IL-5, and IL-13 protein levels were measured by ELISA. Serum was collected and OVA-specific IgE levels was examined by ELISA.

### Cell culture and transfection

Mouse macrophage cell line RAW 264.7 was obtained from American Type Culture Collection (ATCC). Mouse macrophage iBMDM cell line was donated by Prof. Haipeng Liu from Shanghai Pulmonary Hospital^46^. RAW 264.7 and iBMDM cells were cultured in DMEM with 10% FBS. Jet-PRIME transfection reagents were used for the transfection of plasmids according to the manufacturer’s instruction. Mouse peritoneal macrophages (PM) and bone marrow-derived macrophages (BMDM) were obtained as previously described^47,48^. PMs and BMDMs were transfected with siRNAs using Lipofectamine RNAiMAX according to the manufacturer’s instruction. The mouse G3BP1 specific siRNA were 5’- GCA UCU GUG ACG AGU AAG ATT -3’ (sense) and 5’- UCU UAC UCG UCA CAG AUG CTT -3’ (antisense); the mouse QKI specific siRNA were 5’- GCA UCU AAA UGA AGA CUU ATT -3’ (sense) and 5’- UAA GUC UUC AUU UAG AUG CTT -3’ (antisense); the scrambled control RNA sequences were 5’-UUC UCC GAA CGU GUC ACG UTT-3’ (sense) and 5’-ACG UGA CAC GUU CGG AGA ATT-3’ (antisense). siRNA was synthesized from GenePharma (Shanghai, China). siRNA duplexes were transfected at a final concentration of 40 nM.

Mouse bone marrow neutrophils (BMN) were isolated from bone marrow, and then were enriched by EasySep™ Mouse Neutrophil Enrichment Kit according to the manufacturer’s instruction. Mouse bone marrow-derived eosinophils (BMDE) were generated from bone marrow cells following the previously described protocol^30^. Briefly, bone marrow cells were cultured in RPMI 1640 supplemented with 20% FBS, 100 IU/mL penicillin/streptomycin, 2 mmol/L L-glutamine, 25 mmol/L HEPES, 1×nonessential amino acids, 1 mmol/L sodium pyruvate, and 50 mmol/L 2-mercaptoethanol. In the first 4 days, SCF (100 ng/mL) and FLT3 ligand (100 ng/mL) were added in the media, and in the remaining 10 days, the media was switched and IL-5 (10 ng/mL) was added. NMMs were isolated from nasal mucosa of OVA or HDM-induced AR mice, and then were enriched by EasySep Mouse F4/80 Enrichment Kit according to the manufacturer’s instruction. Splenic T cells were isolated from spleens of *G3bp1*^*f/f*^ and *G3bp1*^*mac-/-*^ mice by magnetic-activated cell sorting kit (EasySep Mouse T Cell Isolation Kit) according to the manufacturer’s instruction. Naive CD4^+^ T cells were isolated from mouse spleens using a magnetic-activated cell sorting kit (CD4^+^ T Cell Isolation Kit, Miltenyi Biotec), and these T cells were activated with plate-coated anti-CD3 Ab (2 μg/mL) and anti-CD28 Ab (2 μg/mL). After 2 days, these cells were supplemented with mouse IL-4 (20 ng/mL) and anti-IFN-γ Ab (10 μg/mL) to induce Th2 activation following previously established protocols^49^.

### In vitro efferocytosis assay

For the induction of apoptosis, human Jurkat cells were irradiated with 254-nm UV lamp for 15 min and then placed in the incubator for 2 h, BMDEs were cultured with 1 mmol/L budesonide in the absence of IL-5 overnight, and BMNs were cultured in HBSS containing 1% FBS overnight according to the previously reported protocols^30,50–52^. The apoptotic cells (AC) were resuspended and incubated for 5 min with 1 mL of Diluent C containing PKH67, PKH26, or CellVue Claret membrane-intercalating dyes. Cells were rinsed twice with PBS and resuspended. PMs or BMDMs were incubated with ACs at a 1:5 macrophage:AC ratio for 45 min. Phagocytosis was assessed by flow cytometry, Incucyte imaging, or immunofluorescent confocal microscopy. For analyzing the effect of stress on efferocytosis, PMs or BMDMs were pre-treated with 50 μM NaAsO_2_ for 30 min, 100 μg HDM for 1 h, or 100 μM G3Ia for 20 min, co-cultured with ACs for 45 min, and then subjected to efferocytosis examination.

### In vivo efferocytosis assay

According to the reported protocol^50^, mice were injected intraperitoneally with 2% w/v thioglycolate. After 72 h, animals received intraperitoneally 5 × 10^6^ ACs that were pre-stained with PKH26, together with 50 μM NaAsO_2_ or 100 μg HDM. 3 h latter, mice were sacrificed and efferocytosis was analyzed in the peritoneal exudates with flow cytometry. Phagocytic macrophages were identified as PE^+^F4/80^+^ cells.

### Flow cytometry

Cells were isolated from the nasal mucosa of AR mice according to the protocol^53^. Briefly, the nasal mucosa of AR mice was separated and digested in the 2 mL buffer with collagenase I 5000 U/mL, hyaluronidase 11400 U/mL, and DNase I 20 µL for 1 h at 37 °C. The cells were filtered through a 40 μm cell strainer and then centrifuged to obtain the precipitates. Then cells were incubated with Fc Receptor Blocking Solution anti-mouse CD16/32 for 30 min. After centrifuge, cells were further incubated with different antibody panels. Panel 1: BV711-conjugated anti-CD45 antibody, PE-conjugated anti-CD11b antibody, FITC-conjugated anti-F4/80 antibody, APC-conjugated anti-SiglecF antibody, and Percp.cy5.5-conjugated anti-Ly6G antibody. Panel 2: BV711-conjugated anti-CD45 antibody, PE-conjugated anti-CD11b antibody, FITC-conjugated anti-CD3ε antibody, and APC-CY7-conjugated anti-CD19 antibody. Eosinophils are defined as CD11b^+^Ly6G^-^SiglecF^+^, neutrophils are defined as CD11b^+^Ly6G^+^, macrophages are defined as CD11b^+^Ly6G^-^F4/80^+^, T cells are defined as CD11b^-^CD3^+^, and B cells are defined as CD11b^-^CD3^-^CD19^+^. For flow cytometry analysis of efferocytosis, cells were incubated with Fc Receptor Blocking Solution anti-mouse CD16/32 for 30 min. After centrifuge, cells were further incubated with the fluorescent antibodies for 15 min to label cells respectively. The data were obtained from Fortessa flow cytometry and analyzed using FlowJo software (BD Bioscience, CA).

### H&E and immunofluorescence staining

Paraffin-embedded tissue sections were stained with H&E to visualize nasal mucosa pathology as previously described^54^. For immunofluorescence, sections were stained with primary antibodies against CD3, CD19, CD11b, G3BP1, or CD68. For cell immunofluorescence, macrophages were stained with primary antibodies against G3BP1, eIF4G, eIF3b, F4/80, QKI7, or m^7^G as previously described ^53^. The slides were mounted by Mounting Medium with DAPI. The pictures were captured using Leica MDI8 confocal microscope (North Deerfield, IL). The number of G3BP1 aggregates, cells with G3BP1 assembly in nasal mucosa, and TUNEL fluorescence ratio of nasal mucosa were quantified using Image J software.

### Fluorescence recovery after photobleaching

RAW 264.7 cells transfected with GFP-tagged G3BP1 were seeded on glass bottom dish (NEST, 801001) with or with stimulus, and examined with a confocal microscope (Leica DMI8). NMMs were also seeded on glass bottom dish, transfected with GFP-tagged G3BP1 using FuGENE HD, and examined with a confocal microscope with HDM stimulus. For FRAP experiment, a pulse bleached 70%-80% of the fluorescence in a rectangle region of interest (ROI) of G3BP1-GFP, and the recovery of fluorescence intensity was monitored.

### RNA extraction and real-time PCR

Total RNA was isolated from macrophages by TRIzol reagent according to the manufacturer’s instruction. Real-time quantitative RT-PCR (qRT-PCR) was performed using SYBR RT-PCR kit (RR430B, Takara, Dalian, China) and LightCycler (Roche, Switzerland) as described previously ^43^. The qPCR primers were mouse *G3bp1* (forward: 5’- TTG GAG GAG CAT TTA GAG GAG C -3’, reverse: 5’- TCT TGA ATG TCG GAC ACA GGT -3’); mouse *Il-4* (forward: 5’- GGT CTC AAC CCC CAG CTA GT -3’, reverse: 5’- GCC GAT GAT CTC TCT CAA GTG AT -3’); mouse *Il-5* (forward: 5’- GCA ATG AGA CGA TGA GGC TTC -3’, reverse: 5’- GCC CCT GAA AGA TTT CTC CAA TG -3’); mouse *Il-13* (forward: 5’- TGA GCA ACA TCA CAC AAG ACC -3’, reverse: 5’- GGC CTT GCG GTT ACA GAG G -3’); mouse *Il-6* (forward: 5’- TAG TCC TTC CTA CCC CAA TTT CC -3’, reverse: 5’- TTG GTC CTT AGC CAC TCC TTC -3’); mouse *Il-10* (forward: 5’- CTT ACT GAC TGG CAT GAG GAT CA -3’, reverse: 5’- GCA GCT CTA GGA GCA TGT GG -3’); mouse *Prg2* (forward: 5’- GTC TCA GGT CAG GAT GTG ACA -3’, reverse: 5’- GCG GAC TGG ATT CCG AAG TT-3’); mouse *Epx* (forward: 5’- TAG GGG CCT TAG CCA CAC TC −3’, reverse: 5’- CTG CTA TGC AGT CTC GAA GGA -3’); mouse *Mpo* (forward: 5’- AGG GCC GCT GAT TAT CTA CAT -3’, reverse: 5’- CTC ACG TCC TGA TAG GCA CA -3’); mouse *Lrp1* (forward: 5’- ACT ATG GAT GCC CCT AAA ACT TG -3’, reverse: 5’- GCA ATC TCT TTC ACC GTC ACA -3’); internal control mouse *β-actin* (forward: 5’- AGT GTG ACG TTG ACA TCC GT -3’, reverse: 5’- GCA GCT CAG TAA CAG TCC GC -3’); mouse *Gapdh* (forward: 5’- AGG TCG GTG TGA ACG GAT TTG-3’, reverse: 5’- GGG GTC GTT GAT GGC AAC A -3’). The relative expression of the individual genes was normalized to that of internal control using 2^-ΔΔCt^ cycle threshold method in each sample.

### Preparation of RNA samples from SGs

We prepared RNA samples from SGs as SG core-enriched fractions following a previous study^24^. After HDM stimulation for 1 h, macrophages were washed twice with PBS and harvested in 1.5 mL SG lysis buffer (50 mM Tris pH 7.6, 50 mM NaCl, 5 mM MgCl_2_, 0.1% NP-40, 1 mM β-mercaptoethanol, 1% EDTA-free protease inhibitor cocktail, and 0.4 U/mL RNase inhibitor) on ice for 20 min. Then, cell lysates were shaken and mixed. 1/10 of the cell lysates were taken as total cell fractions. The other cell lysates were centrifuged at 2000 g for 5 min at 4 °C. The cytosolic fraction was in the supernatant, and the nuclear fraction was in the pellet. After that, 1 mL supernatant was centrifuged at 18,000 g for 20 min at 4 °C to isolate the cytosolic solventless pellet fraction. The pellet was re-suspended in 1 mL SG lysis buffer and centrifuged at 18,000 g for 20 min at 4 °C again to purify the pellet components. Then, the supernatant was discarded, and the pellet was re-suspended in 300 mL SG lysis buffer and centrifuged at 850 g for 2 min at 4 °C. The supernatant represented SG core-enriched fractions. The RNAs from total cell fractions, and SG core-enriched fractions were extracted using TRIzol reagent.

### RNA-seq and data processing

Total RNA was extracted from macrophages by TRIzol reagent followed by library preparation according to Illumina standard instruction (VAHTS Universal V6 RNA-seq Library Prep Kit for Illumina). Agilent 4200 bioanalyzer was employed to evaluate the concentration and size distribution of cDNA library before sequencing with an Illumina novaseq6000. The protocol of high-throughput sequencing was fully according to the manufacturer’s instructions (Illumina). The raw reads were filtered by Seqtk before mapping to genome using Hisat2 (version: 2.0.4). The fragments of genes were counted using stringtie (v1.3.3b) followed by TMM (trimmed mean of M values) normalization^55^. Significant differentially expressed genes (DEGs) were identified as those with a False Discovery Rate (FDR) value above the threshold (*q* < 0.05) and fold-change >2 using edgeR software^56^.

### scRNA-seq and data processing

Mouse nasal mucosa was digested for single cell suspension as previously reported^53^. The dissociated single cells were stained with AO/PI staining for viability assessment using Countstar Fluorescence Cell Analyzer. The scRNA-seq libraries were generated using the 10X Genomics Chromium Controller Instrument and Chromium Single Cell 3’V3.1 Reagent Kits (10X Genomics, Pleasanton, CA) according to the manufacturer’s recommendations. scRNA-seq data analysis was performed by NovelBio Bio-Pharm Technology Co.,Ltd, with NovelBrain Cloud Analysis Platform as we previously reported^17^.

### RNA immunoprecipitation-seq and RIP-qPCR

Primary macrophages and RAW 264.7 cells seeded in a 15 cm dish at 85% confluence were cross-linked by ultraviolet light and harvested. RNA immunoprecipitation (RIP) was performed using the Magna RIP® RNA-Binding Protein Immunoprecipitation Kit (Millipore) according to the manufacturer’s instruction. Cell lysates of macrophages were subjected to RIP by rabbit IgG that served as negative control or anti-G3BP1. Cell lysates of transfected-RAW 264.7 cells were subjected to RIP by mouse IgG that served as negative control or anti-Flag. Input and co-immunoprecipitated RNAs were isolated by TRIzol for sequencing and qRT-PCR. RIP-seq was performed by Biotechnology Corporation (Shanghai, China).

### Decapping of mRNA

Dynabeads Oligo(dT)25 (61005, Thermo Fisher Scientific) was used to capture and purify mRNA from total RNA. The PolyA^+^ RNAs were treated with DNase at 37 °C for 30 min to remove DNA contamination. Decapping of mRNA was performed as a previously reported protocol using Tobacco Decapping Plus 2^24^. A maximum of 6 μg purified polyA^+^ RNAs were incubated with 5 μL 10× Decapping Reaction Buffer (100 mM Tris-HCl pH 7.5, 1.0 M NaCl, 20 mM MgCl_2_, and 10 mM DTT), 1 μL 50 mM MnCl_2_, 2 μL SUPERase-In RNase Inhibitor, and 8 μL Tobacco decapping enzyme in a final volume of 50 μL. The reaction was incubated at 37 °C for 2 h. Decapped mRNA was then purified from the solution using Oligo Clean & Concentrator.

### RNA-scope and m^7^G immunofluorescence staining

For the RNA in situ hybridization, we used the RNAscope Multiplex Fluorescent v2 Assay combined with Immunofluorescence (Advanced Cell Diagnostics, ACD, Newark, CA) according to the manufacturer’s instructions. Specific probes against mouse *Cd45*, *Krt5* and *Lrp1* mRNA were designed by ACD. Briefly, paraffin-embedded nasal mucosa tissue sections were baked for 1 h, deparaffinized, and treated with hydrogen peroxide for 10 min. Then we performed target retrieval at 100 °C for 15 min and applied primary antibody diluted in Co-Detection Antibody Diluent on each section. Next day, sections were submerged in 10% Neutral Buffered Formalin (NBF) for 30 min at RT, and incubated with Protease Plus at 40 °C for 30 min into the HybEZ™ Oven. For cells, macrophages seeded on 8-well chamber slides were fixed by 10% NBF, pre-treated with Perm/Wash Buffer, and then applied primary antibody diluent overnight. After that, sections and cells were incubated with the appropriate probes for 2 h at 40 °C, and washed with washing buffer. Amplification was done by incubation at 40 °C with AMP (1-4) buffers for 30, 15, 30, and 15 min respectively, with two times 2 min wash between steps. Finally, sections were mounted by mounting medium with DAPI in the dark at 4 °C. Pictures were acquired with a Leica DMI8 confocal microscope. For m^7^G immunofluorescence staining, the in-situ mRNA decapping procedure was conducted using Tobacco Decapping Plus 2. Then, the m^7^G-immunostaining primarily detected mRNAs with internal m^7^G modification following the previously reported protocol^24^.

### mRNA m^7^G MeRIP-seq and m^7^G MeRIP-qPCR

m^7^G-MeRIP-seq was conducted following the previously published protocol ^24^. Total RNA was subjected to immunoprecipitation with the GenSeq m^7^G MeRIP Kit (GenSeq Inc.) following the manufacturer’s instruction. Briefly, RNA was decapping using Tobacco Decapping Plus 2 enzyme, and then randomly fragmented to ~200 nt using NEBNext Magnesium RNA Fragmentation Module. Protein A/G beads were coupled to the m^7^G antibody by rotating at RT for 1 h. The RNA fragments were incubated with the bead-linked antibodies and rotated at 4 °C for 4 h. The RNA/antibody complexes were then digested with Proteinase K and the eluted RNA was purified by phenol:chloroform extraction. Both “input” group and “IP” group were prepared for next-generation sequencing or qRT-PCR. RNA libraries for IP and input samples were then constructed with GenSeq Low Input RNA Library Prep Kit (GenSeq, Inc.) following the manufacturer’s instruction. Libraries were qualified using Agilent 2100 bioanalyzer (Agilent) and then sequenced in the sequencer. m^7^G MeRIP-seq service and the subsequent bioinformatics analysis were performed by CloudSeq Biotech Inc. (Shanghai, China).

### Western blotting

Cells were collected and lysed with cell lysis buffer (Cell Signaling Technology, 9803) supplemented with protease inhibitor cocktail. Protein concentrations of the lysates were measured using bicinchoninic acid (BCA) protein assay kit (Pierce, 23250) and equalized with cell lysis buffer. Equal amount of the extracts was loaded and subjected to SDS-PAGE, transferred onto nitrocellulose membranes, and then blotted as we described previously^43^. Protein levels were quantified using Image J software and β-actin was used as a loading control.

### RNA pull-down

The RNA oligos labeled with biotin targeting mouse *Lrp1* mRNA were constructed by Ribobio (Guangzhou, China). The probe sequence: probe_1 (5’- AAT CTC TTT CAC CGT CAC AC-/3bio/ -3’); probe_2 (5’- CCT CAT ATA CAA TCT TCC GG-/3bio/ -3’); probe_3 (5’- TCT TCT CTG ACA CCT GAT CT-/3bio/ -3’); probe_4 (5’- ACG TAG TCT TCA AAT AGG GT-/3bio/ -3’); probe_5 (5’- TCC TTC ATA CCT TTG AGC CA-/3bio/ -3’); Negative control probe (5’- TGG CTC AAA GGT ATG AAG GA-/3bio/ -3’). Then, RNA pull-down was conducted using Pierce™ Magnetic RNA Protein Pull Down Kit according to the manufacturer’s instruction. Briefly, 50 pmol 3’ end biotin-labeled RNA oligos were bound with 50 µL streptavidin magnetic beads in RNA capture buffer for 1 h at RT with agitation. Streptavidin beads-conjugated RNA oligos were then incubated with 200 µg macrophages cell lysate in Protein-RNA binding buffer in 100 µL final volume overnight at 4 °C. Finally, the beads were washed with washing buffer for 4 times, and the RNA-protein complexes were eluted using Elution Buffer. Proteins were detected by Western blotting.

### Polysome profiling

The polysome profiling was conducted according to the reported protocol^17^. A 10 cm dish of BMDMs or transfected-RAW 264.7 cells at 80% confluence was used for the polysome profiling. Before collection, CHX was added to the medium at 100 mg/mL for 7 min to block active mRNA translation. Then the cells were washed with PBS containing 100 mg/mL CHX for three times. 500 mL lysis buffer (20 mM HEPES pH 7.6, 100 mM KCl, 5 mM MgCl_2_, 100 mg/mL CHX, 1% Triton X-100, 1% protease inhibitor cocktail, and 40 U/mL RNase inhibitor) was added to lysate the cells on ice for 30 min, and the lysate was centrifuged at 15,000 g for 15 min at 4 °C. 400 mL supernatant was layered on top of a 10% to 50% w/v sucrose gradient and centrifuged at 4 °C for 90 min in a SW41Ti swinging bucket rotor at 250,000 g. After centrifuge, the sample was fractionated into 12 fractions by Gradient Station (BioCamp) equipped with an ECONO UV monitor (BioRad) and collected with a fraction collector (FC203B, Gilson). RNA was purified from fractions by TRIzol reagent for qRT-PCR analysis.

### Statistical analysis

Data are shown as mean ± s.d., and are tested for normal distribution using the Shapiro-Wilk test (*n* < 50) and for homogeneity of variance using F-test. For comparisons between two groups, an unpaired parametric Student’s t-test is applied if the data are normally distributed and meet homogeneity of variance; otherwise, an unpaired nonparametric test, the Mann-Whitney U test, is utilized. For comparisons of more than two groups, one-way ANOVA (one-way ANOVA with Tukey’s Honestly Significant Difference (HSD) test or one-way ANOVA with Dunnett’s multiple comparisons test) is applied in SPSS 17.0 (Chicago, IL). All presented *p*-values were two-sided, and *p* < 0.05 was regarded as statistically significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Transparent Peer Review file

Reporting Summary

Description of Additional Supplementary Files

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

## Source data

Source Data

## Data Availability

The scRNA-seq data have been deposited in the GEO database under accession code GSE266238. The RNA-seq data have been deposited in GEO database under accession codes GSE264134. The SG RNA-seq data have been deposited in GEO database under accession codes GSE263848. The G3BP1 RIP-seq data have been deposited in GEO database under accession codes GSE264137. The m^7^G MeRIP-seq data have been deposited in GEO database under accession codes GSE263851. Public available datasets accessed for use in this manuscript include GSE90869, GSE112276, GSE192847, GSE193036, GSE192844, GSE192845, and GSE192846. All the original unprocessed gels and images, the FACS data and all the original source data of figures have been deposited and available at the public research database Mendeley Data Reserved [https://data.mendeley.com/datasets/kxksmyc89v/5]. All data are included in the Supplementary Information or available from the authors, as are unique reagents used in this Article. The raw numbers for charts and graphs are available in the Source Data file (Figshare 10.6084/m9.figshare.29136137). Source data are provided with this paper.

# Supplementary material for: Stress granule assembly impairs macrophage efferocytosis to aggravate allergic rhinitis in mice
**Source:** Nat Commun. 2025 Jul 1;16:5610. doi: 10.1038/s41467-025-60920-0
**Supplement:** Supplementary file 1 — Supplementary information

## **Supplementary Information**

**Stress granule assembly impairs macrophage efferocytosis to aggravate allergic  
rhinitis in mice**

*Zhou et al.*

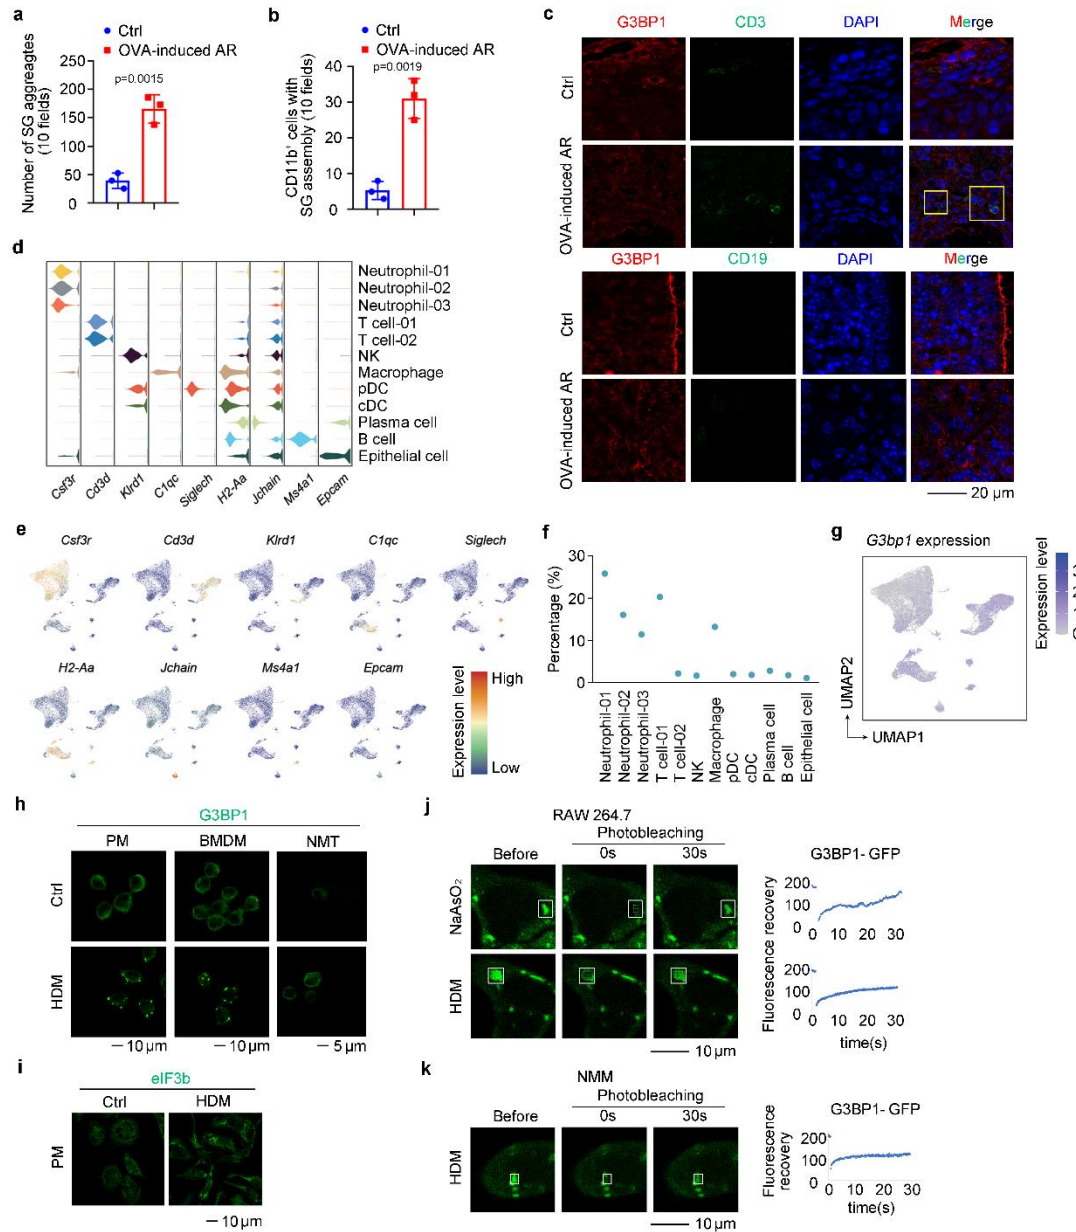

## Supplementary Fig. 1 | SGs are assembled in the macrophages of nasal mucosa during AR

**a**, Quantification of G3BP1 aggregates per random 10 fields (n=3, biological replicates). (two-tailed unpaired Student's t test).

**b**, Quantification of CD11b<sup>+</sup> cells with G3BP1 aggregates per random 10 fields (n=3, biological replicates). (two-tailed unpaired Student's t test).

**c**, Representative immunofluorescence assay showing G3BP1 and CD3 or CD19 in the nasal mucosa from control and AR mice.

**d**, Violin plots showing the expression levels of marker genes in the 12 cell clusters.

**e**, UMAP plots displaying the expression levels of marker genes.

- f**, The fraction of 12 cell clusters originating from the CD45<sup>+</sup> cells of nasal mucosa.
- g**, UMAP visualization of *G3bp1* expression in the CD45<sup>+</sup> cells from nasal mucosa.
- h**, Representative immunofluorescence assay showing G3BP1 in PMs, BMDMs, and NMTs under HDM (100 µg/well) stimulus.
- i**, Representative immunofluorescence assay showing eIF3b in PMs under HDM (100 µg/well) stimulus.
- j**, FRAP imaging of G3BP1-GFP in RAW 264.7 exposed to NaAsO<sub>2</sub> (50 µM) for 30 min or HDM (100 µg/well) for 1 h.
- k**, FRAP imaging of G3BP1-GFP in NMTs exposed to HDM (100 µg/well) for 1 h.
- Data are shown as mean ± s.d. or photographs from one representative of three independent experiments or directly as indicated.

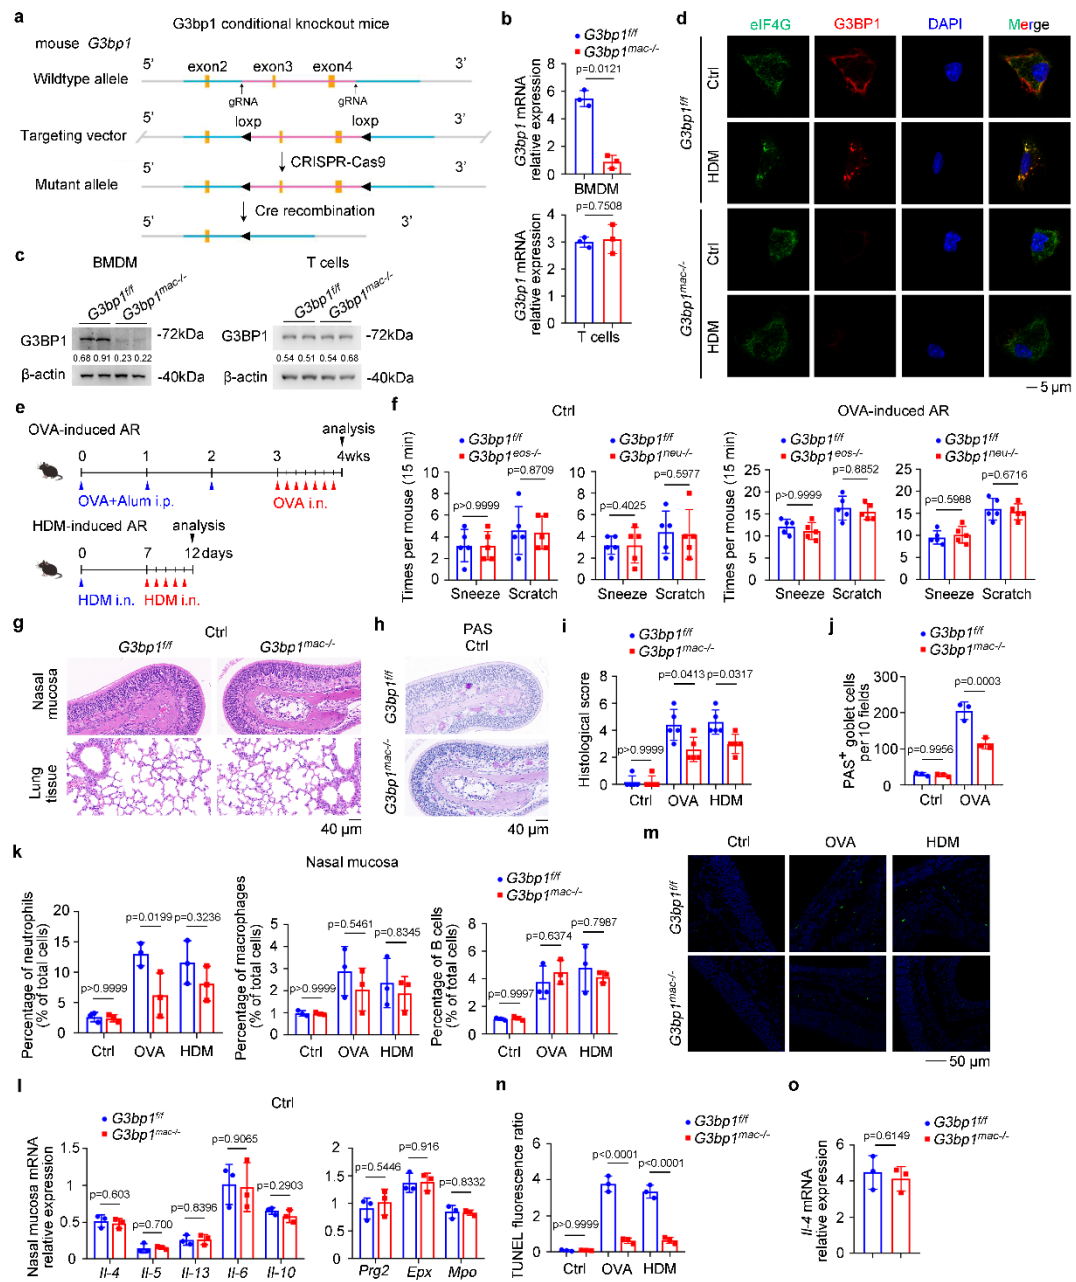

## Supplementary Fig. 2 | SG assembly in macrophages promotes AR progression

**a**, Construction of *G3bp1* conditional knockout mice.

**b**, *G3bp1* mRNA expression in BMDMs and splenic T cells of *G3bp1<sup>fl/fl</sup>* and *G3bp1<sup>mac-/-</sup>* mice (n=3, biological replicates). (two-tailed unpaired Student's t test).

**c**, G3BP1 protein level in BMDMs and splenic T cells of *G3bp1<sup>fl/fl</sup>* and *G3bp1<sup>mac-/-</sup>* mice.

**d**, Representative immunofluorescence assay showing G3BP1 and eIF4G in BMDMs of *G3bp1<sup>fl/fl</sup>* and *G3bp1<sup>mac-/-</sup>* mice under HDM (100  $\mu$ g/well) stimulus.

**e**, Design of AR mouse models.

**f**, *G3bp1<sup>ff</sup>*, *G3bp1<sup>eos-/-</sup>*, and *G3bp1<sup>neu-/-</sup>* mice were administrated with OVA to induce AR symptoms. Times of sneezes and scratches in each mouse was counted in 15 min after last i.n. challenge (n=5, biological replicates). (two-tailed unpaired Student's t test).

**g,h**, H&E and PAS staining of the nasal mucosa and lung tissues from *G3bp1<sup>ff</sup>* and *G3bp1<sup>mac-/-</sup>* control mice.

**i**, Assessment of histological damage using histological damage scoring in control, OVA and HDM group (n=5, biological replicates). (Mann-Whitney U test).

**j**, Assessment of PAS<sup>+</sup> goblet cells in nasal mucosa from *G3bp1<sup>ff</sup>* and *G3bp1<sup>mac-/-</sup>* mice per 10 random fields using ImageJ software (n=3, biological replicates). (Tukey's HSD).

**k**, Flow cytometry of neutrophils, macrophages, and B cells in the nasal mucosa of control and AR mice (n=3, biological replicates). (Tukey's HSD).

**l**, mRNA expressions of cytokines, *Prg2*, *Epx*, and *Mpo* were detected by qRT-PCR in the nasal mucosa of *G3bp1<sup>ff</sup>* and *G3bp1<sup>mac-/-</sup>* control mice (n=3, biological replicates). (two-tailed unpaired Student's t test).

**m**, Representative TUNEL staining showing apoptotic cells in the nasal mucosa of control and AR mice.

**n**, Assessment of TUNEL staining fluorescence ratio in nasal mucosa from *G3bp1<sup>ff</sup>* and *G3bp1<sup>mac-/-</sup>* mice per 10 random fields using ImageJ software (n=3, biological replicates). (Tukey's HSD).

**o**, mRNA expressions of *Il-4* were detected by qRT-PCR in Th2 cells of *G3bp1<sup>ff</sup>* and *G3bp1<sup>mac-/-</sup>* mice (n=3, biological replicates). (two-tailed unpaired Student's t test).

Data are shown as mean  $\pm$  s.d. or photographs from one representative of three independent experiments.

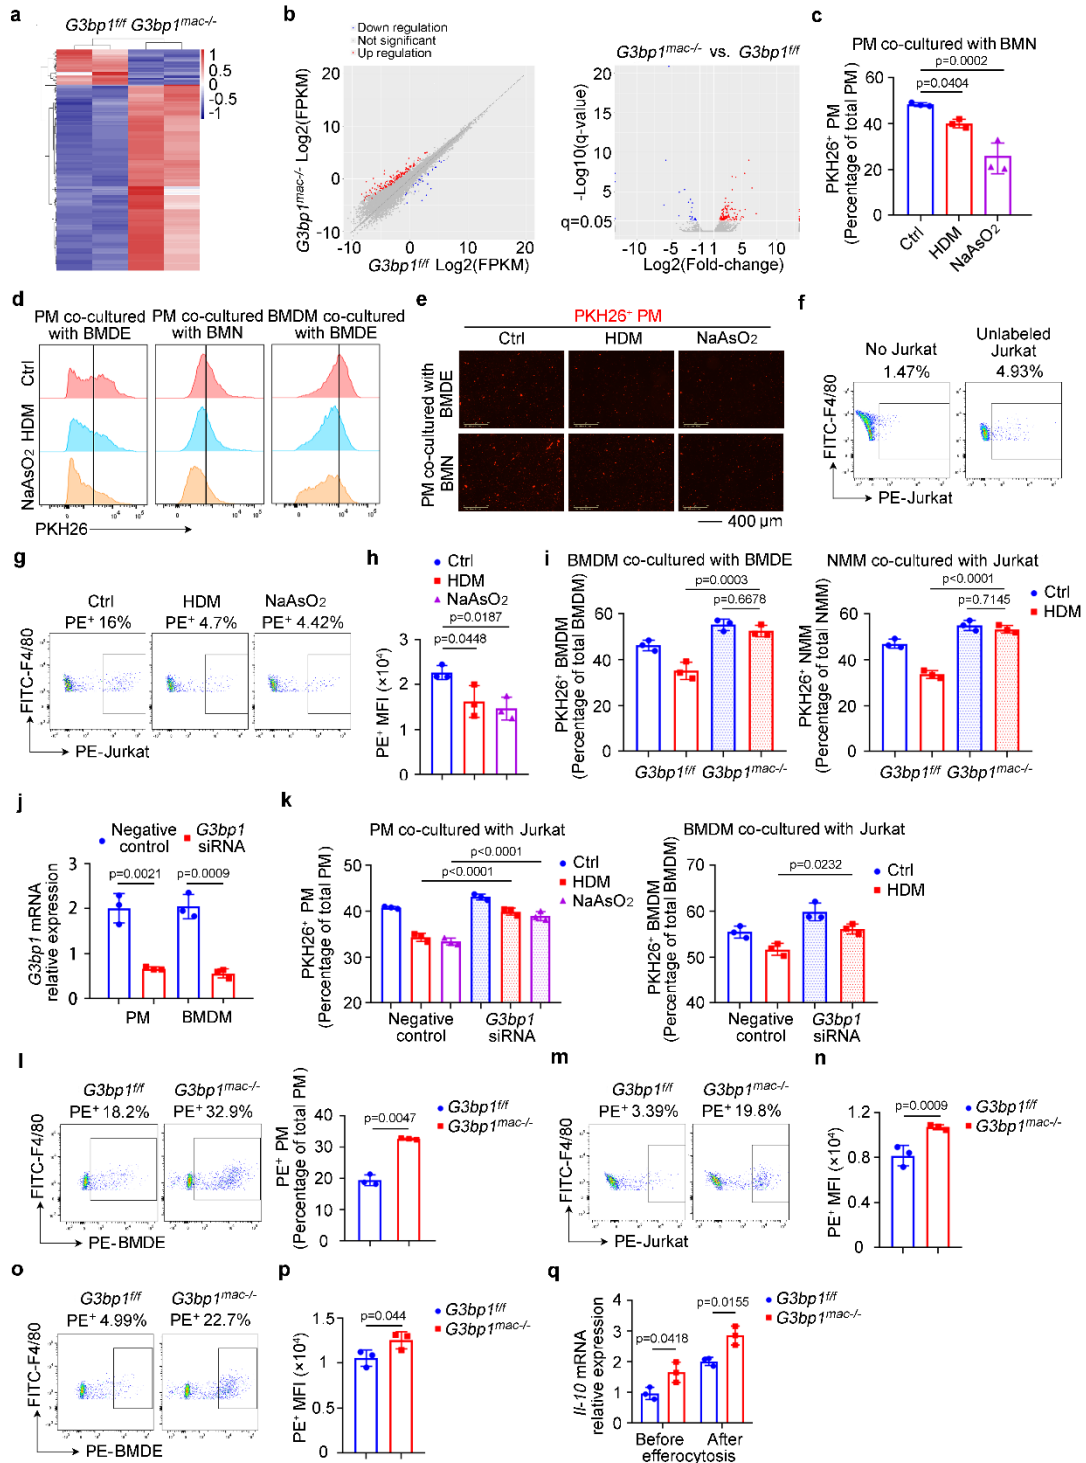

### Supplementary Fig. 3 | SG assembly in macrophages impairs efferocytosis

**a**, Heatmap showing the differentially expressed genes between *G3bp1<sup>fl/fl</sup>* and *G3bp1<sup>mac-/-</sup>* macrophages from RNA-seq data.

**b**, Scatter dot plot and volcano plot showing the genes differentially expressed between *G3bp1<sup>fl/fl</sup>* and *G3bp1<sup>mac-/-</sup>* macrophages from RNA-seq data.

**c**, HDM (100 µg/well) or NaAsO<sub>2</sub> (50 µM)-inhibited in vitro efferocytosis of apoptotic cells (labelled with PKH26) by macrophages was measured by flow cytometry (n=3, biological replicates). (Dunnett's multiple comparisons test).

**d**, Representative flow cytometry showing PKH26<sup>+</sup> macrophages (engulfment of apoptotic cells) administrated with HDM (100 µg/well) or NaAsO<sub>2</sub> (50 µM) in the efferocytosis assay.

**e**, Incucyte imaging showing PKH26<sup>+</sup> macrophages (engulfment of apoptotic cells) administrated with HDM (100 µg/well) or NaAsO<sub>2</sub> (50 µM) in the efferocytosis assay.

**f**, Representative flow cytometry showing no-Jurkat control and unlabeled Jurkat control in the efferocytosis assay related to Fig. 3f.

**g**, Representative flow cytometry showing PE<sup>high</sup> frequency by adjusting the PE<sup>+</sup> gate to 5k on the PE-Jurkat axis related to Fig. 3f.

**h**, MFI value of PE<sup>+</sup> fraction (gate to 5k) in **g** (n=3, biological replicates). (Dunnett's multiple comparisons test).

**i**, In vitro efferocytosis assay of PKH26-labelled apoptotic BMDEs or Jurkat cells engulfed by *G3bp1<sup>ff</sup>* and *G3bp1<sup>mac-/-</sup>* macrophages was measured by flow cytometry (n=3, biological replicates). (Tukey's HSD).

**j**, Knockdown efficiency of *G3bp1* was examined by qRT-PCR (n=3, biological replicates). (two-tailed unpaired Student's t test).

**k**, In vitro efferocytosis assay of PKH26-labelled apoptotic Jurkat cells engulfed by *G3bp1* knockdown macrophages was measured by flow cytometry (n=3, biological replicates). (Tukey's HSD).

**l**, In vivo efferocytosis assay of PKH26-labelled apoptotic BMDEs engulfed by *G3bp1<sup>ff</sup>* and *G3bp1<sup>mac-/-</sup>* PMs was measured by flow cytometry (n=3, biological replicates). (two-tailed unpaired Student's t test with Welch's correction).

**m**, Representative flow cytometry showing PE<sup>high</sup> frequency by adjusting the PE<sup>+</sup> gate to 5k on the PE-Jurkat axis related to Fig. 3j.

**n**, MFI value of PE<sup>+</sup> fraction (gate to 5k) in **m** (n=3, biological replicates). (two-tailed unpaired Student's t test).

**o**, Representative flow cytometry showing PE<sup>high</sup> frequency by adjusting the PE<sup>+</sup> gate to 5k on the PE-Jurkat axis related to **l**.

**p**, MFI value of PE<sup>+</sup> fraction (gate to 5k) in **o** (n=3, biological replicates). (two-tailed unpaired Student's t test).

**q**, mRNA expressions of *Il-10* were detected by qRT-PCR in the *G3bp1<sup>ff</sup>* and *G3bp1<sup>mac-</sup>* PMs co-cultured with or without apoptotic Jurkat cells (n=3, biological replicates). (Tukey's HSD).

Data are shown as mean  $\pm$  s.d. or photographs from one representative of three independent experiments.

compared with total mRNAs.

**h,** Flag-tagged G3BP1 truncates, including NTF2 domain, intrinsically disordered region (IDR), and RNA binding domain (RBD), were constructed.

**i,** The association between G3BP1 and *Lrp1* mRNA in *G3bp1<sup>mac-/-</sup>* macrophages transfected with G3BP1 and  $\Delta$ NTF2 (NTF2 domain deleted) was determined by RIP-qRT-PCR (n=3, biological replicates). (Tukey's HSD).

**j,** In vitro macrophage efferocytosis of apoptotic cells (labelled with PKH26) by *G3bp1<sup>mac-/-</sup>* macrophages transfected with G3BP1 and  $\Delta$ NTF2 was measured by flow cytometry (n=3, biological replicates). (Dunnett's multiple comparisons test).

**k,** Immunofluorescence of G3BP1 and FISH imaging of *Lrp1* mRNA in PMs.

**l,** *Lrp1* mRNA expression was detected by qRT-PCR in macrophages administrated with HDM (100  $\mu$ g/well) or NaAsO<sub>2</sub> (50  $\mu$ M) (n=3, biological replicates). (Dunnett's multiple comparisons test).

**m,** G3BP1 and LRP1 protein levels in PMs administrated with HDM (100  $\mu$ g/well) or NaAsO<sub>2</sub> (50  $\mu$ M) were examined by Western blot.

**n,** *Lrp1* mRNA expression was detected by qRT-PCR in macrophages of *G3bp1<sup>ff</sup>* and *G3bp1<sup>mac-/-</sup>* mice (n=3, biological replicates). (two-tailed unpaired Student's t test).

**o,** LRP1 protein level on PMs and NMMs of *G3bp1<sup>ff</sup>* and *G3bp1<sup>mac-/-</sup>* mice was examined by flow cytometry in the in vitro efferocytosis assay (n=3, biological replicates). (Tukey's HSD).

**p,** G3BP1 and LRP1 protein levels in primary macrophages with *G3bp1* knockdown were examined by Western blot.

Data are shown as mean  $\pm$  s.d. or photographs from one representative of three independent experiments.

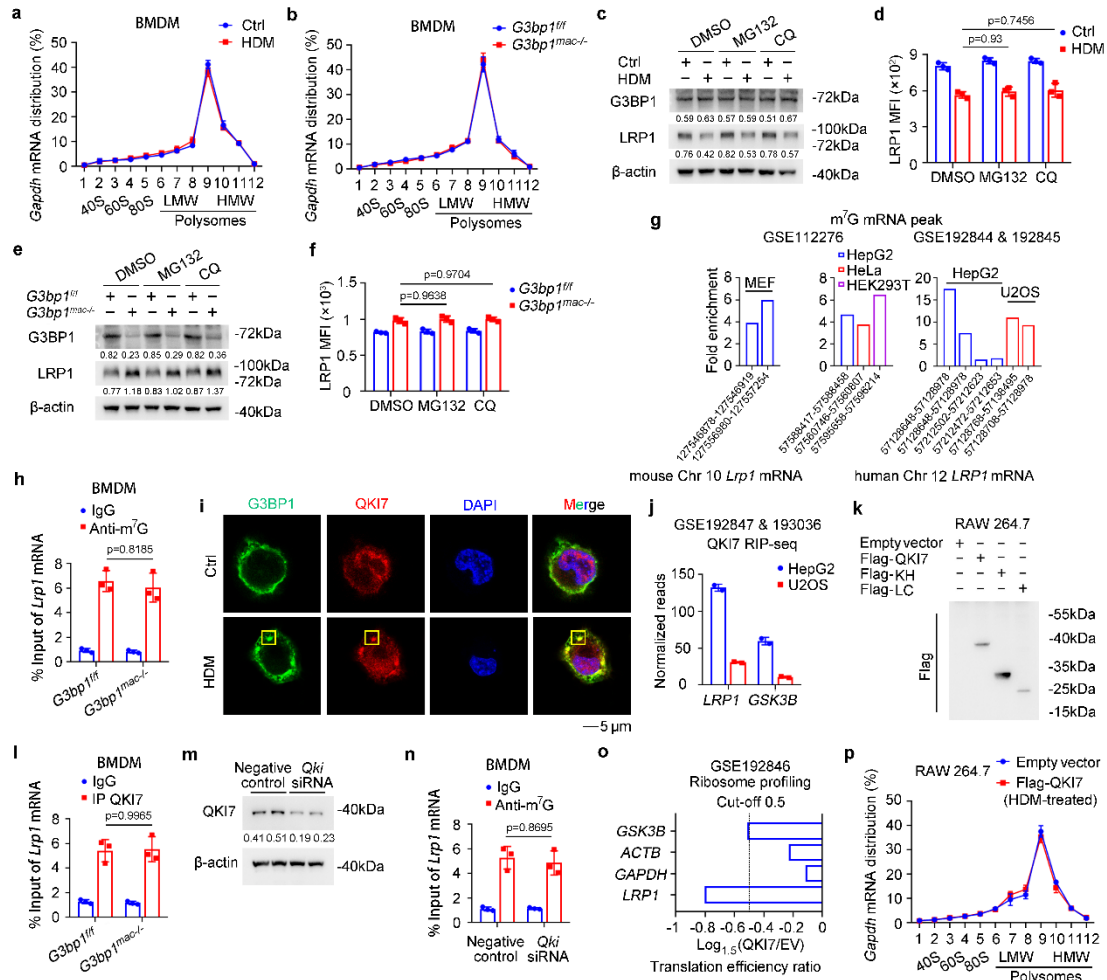

## Supplementary Fig. 5 | Internal m<sup>7</sup>G-modified *Lrp1* mRNA is shuttled by QKI7 into SGs thus repressing its translation

**a**, BMDMs were administrated with HDM (200  $\mu$ g/well), and relative *Gapdh* mRNA distribution in each ribosome fractions was analyzed by qRT-PCR (n=3, biological replicates). (Tukey's HSD).

**b**, In BMDMs from *G3bp1<sup>ff</sup>* and *G3bp1<sup>mac/-</sup>* mice, relative *Gapdh* mRNA distribution in each ribosome fractions was analyzed by qRT-PCR (n=3, biological replicates). (Tukey's HSD).

**c**, G3BP1 and LRP1 protein levels in PMs administrated with HDM combining MG132 or CQ were examined by Western blot.

**d**, LRP1 protein levels in PMs administrated with HDM combining MG132 or CQ were examined by flow cytometry (n=3, biological replicates). (Tukey's HSD).

**e**, G3BP1 and LRP1 protein levels in PMs of *G3bp1<sup>ff</sup>* and *G3bp1<sup>mac/-</sup>* mice administrated with MG132 or CQ were examined by Western blot.

**f**, LRP1 protein levels in PMs of *G3bp1<sup>ff</sup>* and *G3bp1<sup>mac-/-</sup>* mice administrated with MG132 or CQ were examined by flow cytometry (n=3, biological replicates). (Tukey's HSD).

**g**, MeRIP-seq (GSE112276, 192844 & 192845) showing the enrichment of internal m<sup>7</sup>G modification in *Lrp1* mRNA of MEF and *LRP1* mRNA of HepG2, HeLa, HEK293T, and U2OS cells as indicated.

**h**, m<sup>7</sup>G modification of *Lrp1* mRNA in BMDMs of *G3bp1<sup>ff</sup>* and *G3bp1<sup>mac-/-</sup>* mice was examined by m<sup>7</sup>G-RIP-qRT-PCR (n=3, biological replicates). (Tukey's HSD).

**i**, Representative immunofluorescence imaging of G3BP1 and QKI7 in PMs under HDM (100 µg/well).

**j**, RIP-seq (GSE192847 & 193036) showing the association of QKI7 with *LRP1* and *GSK3B* mRNAs in HepG2 and U2OS cells.

**k**, Flag-tagged QKI7 truncates, including KH domain and LC domain, were constructed.

**l**, The association between QKI7 and *Lrp1* mRNA in BMDMs of *G3bp1<sup>ff</sup>* and *G3bp1<sup>mac-/-</sup>* mice was examined by RIP-qRT-PCR (n=3, biological replicates). (Tukey's HSD).

**m**, QKI7 knockdown efficiency was examined by Western blot.

**n**, m<sup>7</sup>G modification of *Lrp1* mRNA in BMDMs with QKI7 knockdown was examined by m<sup>7</sup>G-RIP-qRT-PCR (n=3, biological replicates). (Tukey's HSD).

**o**, Ribo-seq (GSE192846) showing the translational efficiency of the indicated mRNAs in empty vector (EV) or QKI7 overexpressed U2OS cells under NaAsO<sub>2</sub> administration. ACTB and GAPDH were used as the negative controls.

**p**, In QKI7-overexpressed RAW 264.7 cells administrated with HDM (200 µg/well), relative *Gapdh* mRNA distribution in each ribosome fractions was analyzed by qRT-PCR (n=3, biological replicates). (Tukey's HSD).

Data are shown as mean ± s.d. or photographs from one representative of three independent experiments.

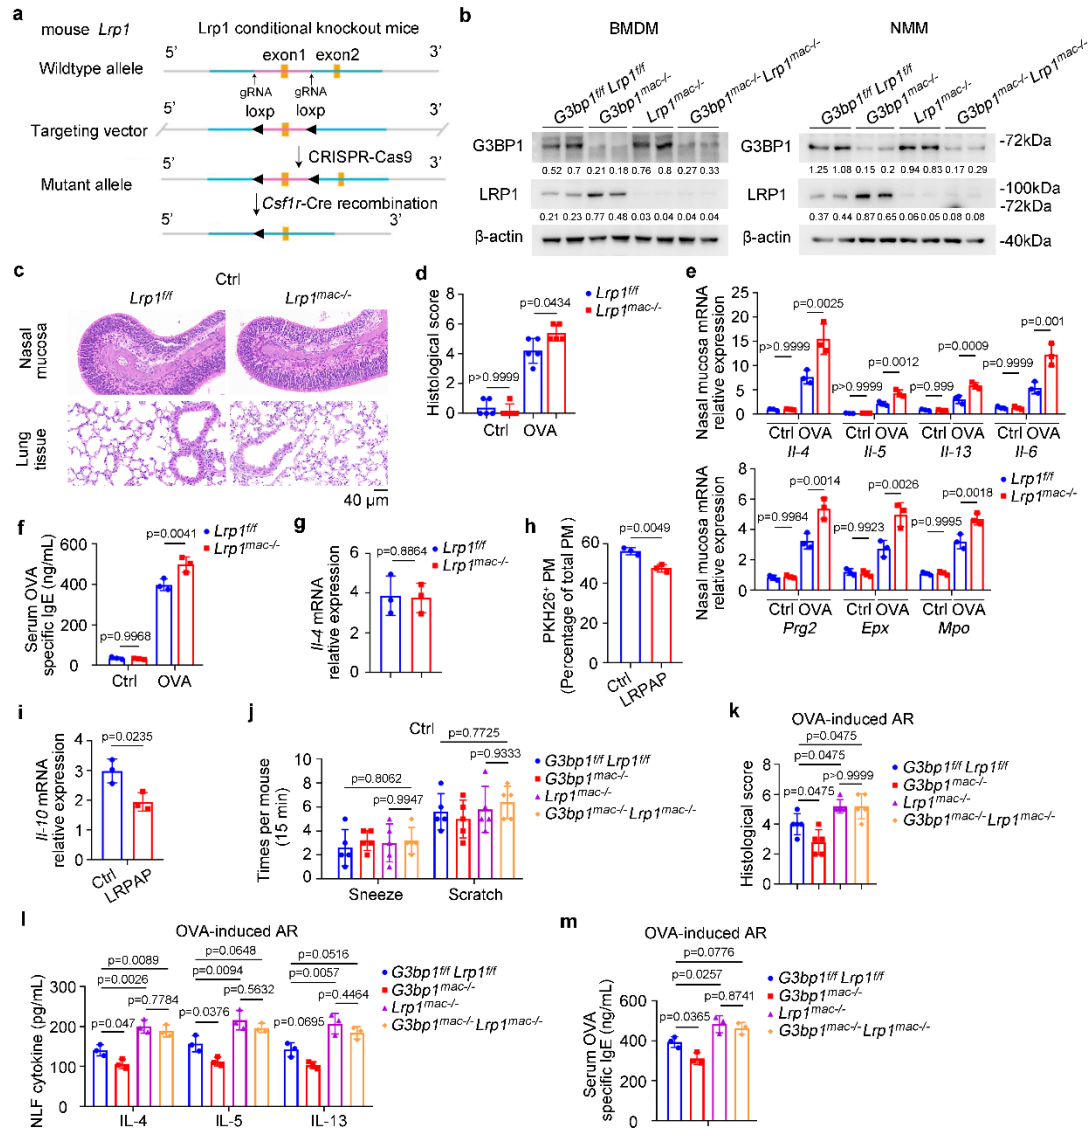

## Supplementary Fig. 6 | The SG-promoted AR depends on the inhibition of efferocytosis receptor LRP1

**a**, Construction of macrophage-specific *Lrp1* knockout mice.

**b**, G3BP1 and LRP1 protein levels in PMs and NMMs of *G3bp1<sup>fl/fl</sup>Lrp1<sup>fl/fl</sup>*, *G3bp1<sup>mac-/-</sup>*, *Lrp1<sup>mac-/-</sup>*, and *G3bp1<sup>mac-/-</sup>Lrp1<sup>mac-/-</sup>* mice were examined by Western blot.

**c**, H&E staining of the nasal mucosa and lung tissues from *Lrp1<sup>fl/fl</sup>* and *Lrp1<sup>mac-/-</sup>* control mice.

**d**, Assessment of histological damage using histological damage scoring in control and OVA group (n=5, biological replicates). (Mann-Whitney U test).

**e**, mRNA expressions of cytokines, *Prg2*, *Epx*, and *Mpo* were detected by qRT-PCR analysis in the nasal mucosa of *Lrp1<sup>fl/fl</sup>* and *Lrp1<sup>mac-/-</sup>* mice (n=3, biological replicates). (Tukey's HSD).

**f**, Serum OVA-specific IgE was detected by ELISA in *Lrp1<sup>ff</sup>* and *Lrp1<sup>mac-/-</sup>* mice (n=3, biological replicates). (Tukey's HSD).

**g**, mRNA expressions of *Il-4* were detected by qRT-PCR in Th2 cells of *Lrp1<sup>ff</sup>* and *Lrp1<sup>mac-/-</sup>* mice (n=3, biological replicates). (two-tailed unpaired Student's t test).

**h**, LRPAP (500 nM) treatment-inhibited in vitro macrophage efferocytosis of apoptotic cells (labelled with PKH26) was measured by flow cytometry (n=3, biological replicates). (two-tailed unpaired Student's t test).

**i**, mRNA expression of *Il-10* in macrophages pretreated with LRPAP was detected by qRT-PCR analysis after in vitro efferocytosis assay (n=3, biological replicates). (two-tailed unpaired Student's t test).

**j**, Times of sneezes and scratches in each control mouse was counted in 15 min (n=5, biological replicates). (Dunnett's multiple comparisons test).

**k**, Assessment of histological damage using histological damage scoring in OVA group (n=5, biological replicates). (Dunnett's multiple comparisons test).

**l**, IL-4, IL-5, and IL-13 productions in NLF were detected by ELISA in *G3bp1<sup>ff</sup>Lrp1<sup>ff</sup>*, *G3bp1<sup>mac-/-</sup>*, *Lrp1<sup>mac-/-</sup>*, and *G3bp1<sup>mac-/-</sup>Lrp1<sup>mac-/-</sup>* AR mice (n=3, biological replicates). (Dunnett's multiple comparisons test).

**m**, Serum OVA-specific IgE was detected by ELISA in *G3bp1<sup>ff</sup>Lrp1<sup>ff</sup>*, *G3bp1<sup>mac-/-</sup>*, *Lrp1<sup>mac-/-</sup>*, and *G3bp1<sup>mac-/-</sup>Lrp1<sup>mac-/-</sup>* AR mice (n=3, biological replicates). (Dunnett's multiple comparisons test).

Data are shown as mean  $\pm$  s.d. or photographs from one representative of three independent experiments.

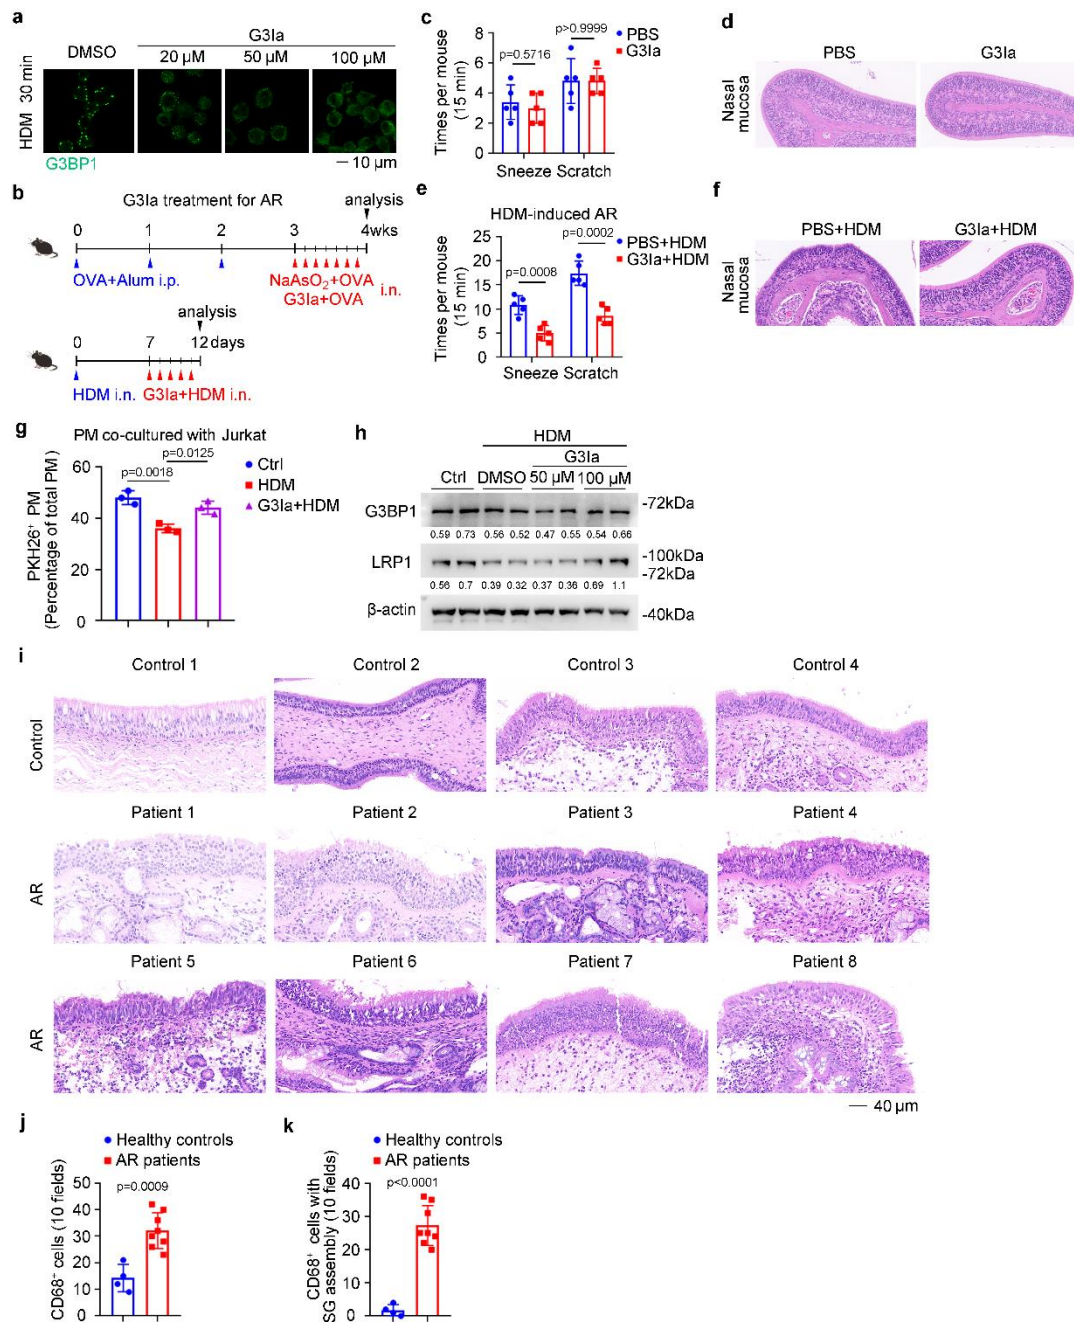

## Supplementary Fig. 7 | SG assembly inhibitor alleviates AR symptoms, and SGs are assembled in nasal macrophages of AR patients

**a**, Representative immunofluorescence imaging of SG assembly (G3BP1) in BMDMs pre-treated with G3Ia for 20 min followed by HDM stimulation for 30 min.

**b**, Design of AR mouse model with SG assembly inhibitor treatment.

**c**, Times of sneezes and scratches in each mouse treated with PBS or G3Ia alone were counted in 15 min (n=5, biological replicates). (two-tailed unpaired Student's t test).

**d**, H&E staining of the nasal mucosa from mice treated with PBS or G3Ia alone.

**e**, Times of sneezes and scratches in each HDM-induced AR mouse were counted in 15 min (n=5, biological replicates). (two-tailed unpaired Student's t test).

**f**, H&E staining of the nasal mucosa from HDM-induced AR mice.

**g**, G3Ia-rescued macrophage efferocytosis of apoptotic Jurkat cells (labelled with PKH26) inhibited by HDM was measured by flow cytometry (n=3, biological replicates). (Dunnett's multiple comparisons test).

**h**, G3BP1 and LRP1 protein levels in PMs pre-treated with G3Ia for 20 min followed by HDM stimulation for 1 h were examined by Western blot.

**i**, H&E staining showing the nasal mucosa from healthy controls and AR patients.

**j**, Quantification of CD68<sup>+</sup> cells per random 10 fields (healthy control n=4, AR patients n=8, biological replicates). (two-tailed unpaired Student's t test).

**k**, Quantification of CD68<sup>+</sup> cells with G3BP1 aggregates per random 10 fields (healthy control n=4, AR patients n=8, biological replicates). (two-tailed unpaired Student's t test).

Data are shown as mean  $\pm$  s.d. or photographs from one representative of three independent experiments.

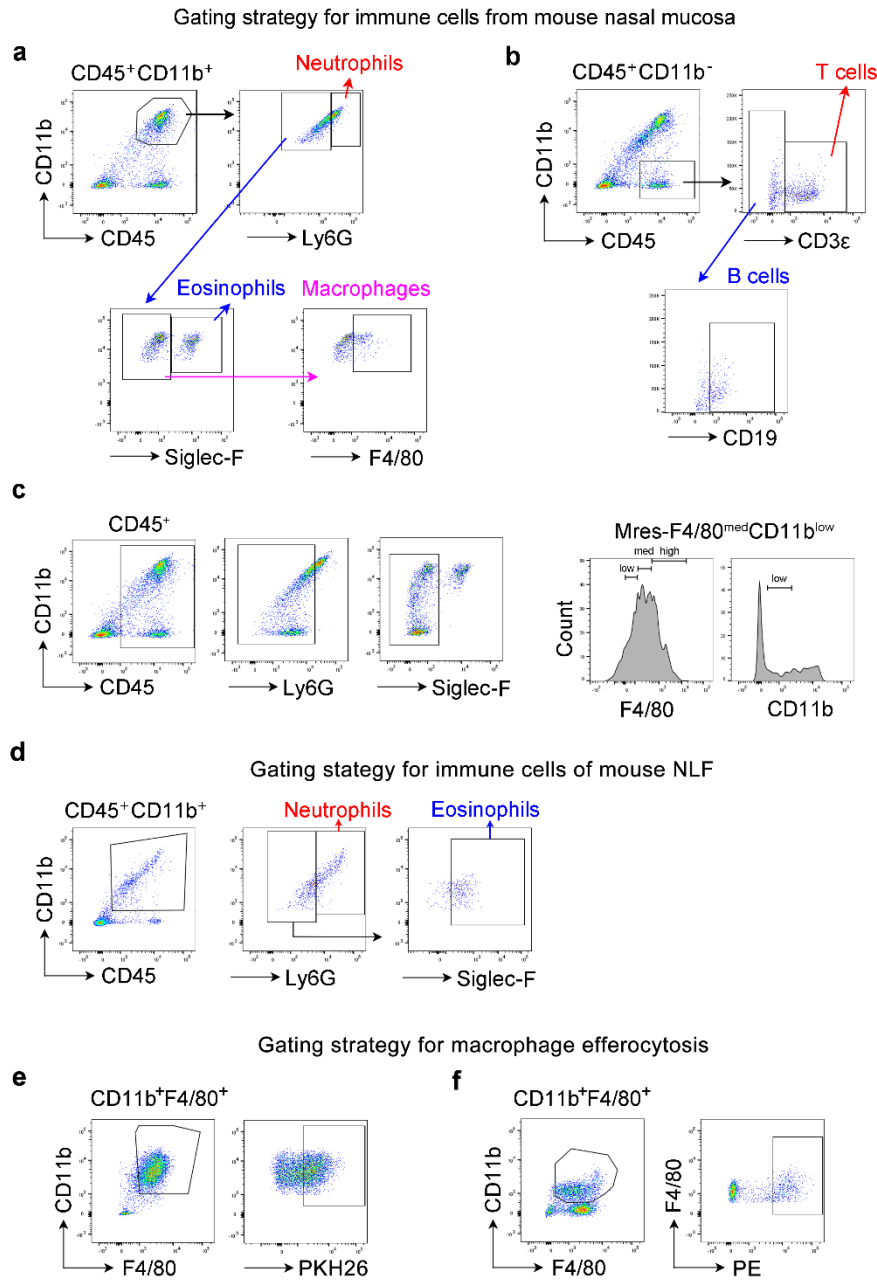

### Supplementary Fig. 8 | Examples of flow cytometry gating.

**a-c**, Representative flow cytometry plots illustrating the gating strategy of immune cells in the nasal mucosa. **a**, Neutrophil, eosinophil, and macrophage gating (corresponded to Fig. 2d, Supplementary Fig. 2k, Fig. 6c,j, and Fig. 7c). **b**, T cell and B cell gating (corresponded to Fig. 2d, Supplementary Fig. 2k, Fig. 6c, and Fig. 7c). **c**, Mres (F4/80<sup>med</sup>CD11b<sup>low</sup>) gating (corresponded to Fig. 2f).

**d**, Representative flow cytometry plots illustrating the gating strategy of neutrophils and eosinophils in NLF (corresponded to Fig. 2e).

**e-f**, Representative flow cytometry plots illustrating the gating strategy of in vitro and in vivo efferocytosis of macrophages. **e**, in vitro efferocytosis (corresponded to Fig. 3c,d,g, Supplementary Fig. 3c,i,k, Fig. 6e, Supplementary Fig. 6h, and Supplementary Fig. 7g). **f**, in vivo efferocytosis (corresponded to Fig. 3f,j, Supplementary Fig. 3f,g,l,m,o, and Fig. 6g,k).

# Supplementary material for: Stress granule assembly impairs macrophage efferocytosis to aggravate allergic rhinitis in mice
**Source:** Nat Commun. 2025 Jul 1;16:5610. doi: 10.1038/s41467-025-60920-0
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Leica Confocal Microscope MDI8 (Leica) for immunofluorescence assay, FRAP assay and live-cell imaging. Tanon 4600SF (Tanon) for WB scan. Fortessa Flow Cytometer (BD) with FlowJo software (BD) for flow cytometry data acquisition. Quantitative real-time PCR (qPCR) was performed on the LightCycler (Roche). Illumina NovaSeq 6000 instrument (Illumina) was used for RNA-seq, RIP-seq and mRNA m7G MeRIP-seq. 10X Genomics Chromium Controller Instrument (10X Genomics) was used for scRNA-seq. |
| Data analysis   | FlowJo version (10.8.1) for analysis of flow cytometry. GraphPad Prism (version 8.0) for biostatistical analysis and scientific graphing. Hisat2 (version 2.0.4) + Stringtie(version 1.3.0) for RNA-seq data analysis. Hisat2 (version 2.0.4) + HTSeq software (version 0.9.1) + edgeR for RIP-seq data analysis. Hisat2 (version 2.0.4) + MACS (version 1.4.2) + diffReps (version 1.55.6) for mRNA m7G MeRIP-seq data analysis.                                                                     |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

scRNA-seq data have been deposited in the GEO database under accession code GSE266238. RNA-seq, SG RNA-seq, G3BP1 RIP-seq and m7G MeRIP-seq data have been deposited in GEO database under accession codes GSE264134, GSE263848, GSE264137, and GSE263851 respectively. All the original unprocessed gels and images, and all the original source data of figures have been deposited and available at the public research database Mendeley Data Reserved <https://data.mendeley.com/datasets/kxksmyc89v/5> and provided as Source Data file.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                                                                                                                                                                                                                                                                                                                                                                          |
|--------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender                                        | No sex and gender-based analysis was performed, nor did sex or gender factor into choosing of this study.                                                                                                                                                                                                                                                                                                                |
| Reporting on race, ethnicity, or other socially relevant groupings | No race, ethnicity, or other socially relevant factors are involved in this study.                                                                                                                                                                                                                                                                                                                                       |
| Population characteristics                                         | This study did not involve human research participants. Only human biospecimens were used in the study. Human nasal mucosa samples were obtained from patients during nasal surgery in Second Military Medical University (Shanghai, China), including deviated nasal septum without AR (as healthy controls), and AR patients with the diagnosis based on the symptoms and allergen-specific IgE level class $\geq 2$ . |
| Recruitment                                                        | Clinical data and samples were retrospectively obtained from Changzhen Hospital affiliated to Second Military Medical University, Shanghai, China. There was no relevant bias on the inclusion of these patients that could affect the further analyses.                                                                                                                                                                 |
| Ethics oversight                                                   | This study was approved by the Committee on Ethics of Medicine, Second Military Medical University (2024SL128). All the tissue samples in this study were collected with written informed consent from the patients.                                                                                                                                                                                                     |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical method was used to determine sample size, but our sample sizes are similar to those reported in previous publication (Wen Chen, et al. Nature Immunology, 2022)                                                                                                                                                                                                                                                |
| Data exclusions | No data were excluded from the analysis.                                                                                                                                                                                                                                                                                                                                                                                      |
| Replication     | All experimental replicates are described in the figure legends.                                                                                                                                                                                                                                                                                                                                                              |
| Randomization   | Mice were randomly assigned to experimental vs. control groups for all in vivo experiments.                                                                                                                                                                                                                                                                                                                                   |
| Blinding        | The H&E and PAS staining was performed by researchers blinded for allocation, and the measurement of AR symptoms was done by researchers blinded for allocation. The investigators were blinded to samples at the time of performing flow cytometry, real-time qRT-PCR, ELISA. For Western blotting, blinding was not performed. The investigators were blinded during data collection, and not blinded during data analysis. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                        |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | The detailed information about antibodies is provided in the reagent part.                                                                                             |
| Validation      | The commercial antibodies used in this study were validated by the manufacturer. In our study, antibody-specific staining was compared to isotype and control samples. |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                                                                                       |
|----------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | RAW 264.7 was obtained from American Type Culture Collection (ATCC). iBMDM was donated by Prof. Haipeng Liu from Shanghai Pulmonary Hospital (Ma, M., Mol Cell 2023). |
| Authentication                                                       | The cell lines have been authenticated using STR profiling.                                                                                                           |
| Mycoplasma contamination                                             | The cell lines were routinely tested as mycoplasma-free before use.                                                                                                   |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used in this manuscript.                                                                                                    |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57BL/6J mice (6-8 weeks old) were obtained from the Joint Ventures Sipper BK Experimental Animal Company (Shanghai, China). G3bp1f/f mice were constructed by Cyagen Biosciences Corporation (Suzhou, China). Ly6g-Cre mice and Siglec-f-Cre mice were constructed by Shanghai Biomodel Organism Science & Technology Development Corporation (Shanghai, China). Lrp1 f/f mice (No. T064127) and Csf1r-Cre mice (No. T005640) were constructed by GemPharmatech (Nanjing, China). Lys2-Cre mice (No. 004781) were obtained from The Jackson Laboratory. |
| Wild animals            | The study did not involve wild animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Reporting on sex        | Sex was not considered in study design.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Field-collected samples | There was no study involving samples collected from the field.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Ethics oversight        | Animal experimentation was approved by the Committee on Ethics of Medicine, Second Military Medical University.                                                                                                                                                                                                                                                                                                                                                                                                                                          |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied. |
| Authentication        | Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.                                                                                                                                                                                                                                       |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                |
|---------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Cells were isolated from mice nasal mucosa tissues, bone marrow and peritoneal cavity. Less than 1 million cells were washed with PBS, labeled in 100 $\mu$ L PBS containing the relevant antibodies, and incubated at 4°C in the dark for 15 minutes. Samples were washed in 0.5 mL PBS twice before running. |
| Instrument                | Fortessa flow cytometry (BD)                                                                                                                                                                                                                                                                                   |
| Software                  | FlowJo software (BD)                                                                                                                                                                                                                                                                                           |
| Cell population abundance | No cell sorting was performed.                                                                                                                                                                                                                                                                                 |
| Gating strategy           | All samples are gated on single cells (Using FSC-A/FSC-H and SSC-A/SSC-H). Frequency of positive gates is determined using a biological control or an isotype control. Gating strategy is provided in the Supplementary Information.                                                                           |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: Stress granule assembly impairs macrophage efferocytosis to aggravate allergic rhinitis in mice
**Source:** Nat Commun. 2025 Jul 1;16:5610. doi: 10.1038/s41467-025-60920-0
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

### Supplementary Movie 1

Live-video imaging of RAW 264.7 cells expressing G3BP1-GFP (green) followed by NaAsO<sub>2</sub> administration. The movie shows the recovery of fluorescence (green) after a pulse bleached 70%-80% of the fluorescence in 1 min. Scale bar, 25 µm.

### Supplementary Movie 2

Live-video imaging of RAW 264.7 cells expressing G3BP1-GFP (green) followed by HDM administration. The movie shows the recovery of fluorescence (green) after a pulse bleached 70%-80% of the fluorescence in 1 min. Scale bar, 25 µm.

### Supplementary Movie 3

Live-video imaging of NMMs expressing G3BP1-GFP (green) followed by HDM administration. The movie shows the recovery of fluorescence (green) after a pulse bleached 70%-80% of the fluorescence in 1 min. Scale bar, 25 µm.

### Supplementary Movie 4

*G3bp1<sup>mac-/-</sup>* macrophages preferentially phagocytizes apoptotic Jurkat cells. HDM-administrated PKH26-labeled *G3bp1<sup>ff</sup>* macrophages (Red) and PKH67-labeled *G3bp1<sup>mac-/-</sup>* macrophages (Green) were co-cultured with CellVue® Claret-labeled apoptotic Jurkat cells (Cyan). The phagocytosis of apoptotic Jurkat cells by macrophages was detected by time-lapse imaging using the Leica confocal microscope, showing that *G3bp1<sup>mac-/-</sup>* macrophages (green), but not *G3bp1<sup>ff</sup>* macrophages (Red), preferentially phagocytizes apoptotic Jurkat cells (Cyan). Scale bar, 25 µm.

How the deposited data were processed for this re-analysis (not part of the article)

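RNA was sequenced from BMDMs after HDM stimulation, in 3 libraries of total RNA and 3 of SG RNA (the fraction enriched in SG cores). The paper's methods give 1 h of stimulation and the deposited labels 30 min; the samples were named by fraction and replicate number, and both times were kept. All 6 libraries come from stimulated cells, so the effect of HDM itself was not analysed here. The G3BP1 RIP-seq and the published SG datasets were not used here.

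The authors filtered the reads with Seqtk, mapped them with Hisat2 and made the deposited counts, which are fragment counts per gene and library without normalization, with StringTie. The authors also deposited the FPKM of each gene and library, which is the count scaled to a gene length and to the total count of the library, with no factor between libraries. The genome build and annotation are not stated. Gene identifiers and positions were compared with GENCODE mouse release 21, where 34316 of the 34745 genes overlapped the gene of the same identifier on the same strand. The table had 0 per-sample columns that were left unused. Library totals were between 13722993 and 15506075 counts, and the biological coefficient of variation was 16.9%.

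Counts were tested in R 4.3.3 with edgeR 4.0.16 (filterByExpr, TMM, dispersion and glmQLFit with robust estimation, glmQLFTest), with no block. The paper's methods take total RNA from a portion of the lysate and SG RNA from the rest, so fractions of a preparation could be paired. They name no block and do not say which libraries share a lysate. A check by replicate number showed no pairing of the samples, which does not exclude shared lysates. Thresholds were an adjusted p (Benjamini-Hochberg) of 0.05 and a fold change of 2, those of the paper's methods. The printed standard error of a log2 fold change is its size divided by the square root of the F statistic. Single values were compared by an exact two-sided permutation test, whose smallest p is 0.1 with 3 libraries per group. The length of each gene was the one implied by its deposited count and FPKM. This implied length was within 10% of the joined exon length of the reference for only 18.3% of the genes compared. Spearman's rho between these lengths was 0.79. The relation of log2 fold change to length was described by Spearman's rho across genes, which are not independent replicates, and a trend was removed as an offset fitted by loess with a span of 0.5.

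Gene lists were written beforehand: the study targets, and the efferocytosis, stress granule, m7G and other genes named by the study; mitochondrially encoded mRNAs; nuclear-retained lncRNAs; secretory and membrane protein mRNAs; cytosolic and nuclear protein mRNAs; cytosolic ribosomal protein mRNAs; nuclear-encoded oxidative phosphorylation mRNAs; histone mRNAs; snoRNA and small Cajal body RNA genes; and dynein heavy chain and spectrin mRNAs. Lists with at least 5 tested members were tested with limma 3.58.1's camera (inter-gene correlation 0.01), with fry beside it, adjusted over the lists. In addition, 10000 random lists were drawn for each, matched on length and mean count. The genes named in the text are the study targets, the genes named by the study, and the 5 genes with the largest log2 fold change in each direction among genes past the thresholds that had a mean of at least 10 CPM and moved the same way for every replicate number. Shared sequence was measured as the share of a gene's 31-base words that occur in another gene.

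Alternatives to the normalization (DESeq2 1.42.0 size factors, library size only, upper quartile, mitochondrially encoded genes left out), the filter, the test (DESeq2, edgeR's exact test, limma-voom, limma-trend on FPKM, glmTreat), the thresholds, the length correction, the use of replicate number and each library in turn were tried, and their effects are given in the closing section. The fits were tested on simulated data with 12526 genes, of which 200 were changed by a fold of 3: each fit called 100% of them, with 8 unchanged genes called by the edgeR quasi-likelihood test and from 9 to 13 by the others. A simulated length slope of 0.3 was measured as 0.302 before and 0.00062 after removal of the trend. Of 20 simulated lists shifted by a log2 fold change of 0.5, 20 had a camera p under 0.05, and of 20 lists not shifted 0 did. Genes were simulated independently, so this cannot show how camera behaves when the genes of a list are correlated. The changed genes were well counted and balanced between directions, and the slope was removed with the lengths that made it. Those simulations therefore do not test the assumptions of TMM or of the length correction. Figures were drawn in Python 3.11.15 with matplotlib 3.10.9.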

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

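The results below concern sets of genes that the paper does not report as sets, although it names some members, such as Lrp1, Igf2r and Gapdh. Thinning the libraries, comparing Slc and Tmem genes with matched lists, the nuclear-retained lncRNAs and the transcript length trend for oxidative phosphorylation mRNAs were tests set before their outcome was seen. The other tests of an explanation were chosen only after the result was seen. The gene lists were written beforehand, and library size only and removal of the gene length trend were alternatives set in advance. All 6 libraries come from HDM-stimulated cells, so a biological explanation that depends on HDM was not tested.

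The paper reports enriched transcripts only, and 726 genes were depleted in SG RNA, with a median log2 fold change of −1.27. Of the 10 splits of the 6 samples, only 1, the real one, gave as many genes past both thresholds for the enriched genes, and likewise 1 for the depleted genes; another split gave at most 1 gene. With 3 libraries against 3 the share of splits cannot fall under 0.1, so the share decides nothing. The 6040 of 12526 genes with an adjusted p under 0.05 in the real split argue against a grouping by chance. Depth is argued against for the enriched genes, since with every library thinned to 13722993 counts 353 were enriched. The slow spin removes nuclei from the SG fraction and not from total RNA, so a loss of nuclear RNA is a candidate explanation for depletion. The nuclear-retained lncRNAs tested did not show such a loss. Their median log2 fold change was 0.46 (0.15 with library size only) where a loss calls for one below −1. That test rests on 5 genes, of which Tug1 (−0.02) and Neat1 (0.01) were near 0. Counts were low for Xist (from 8 to 140) and Meg3 (from 23 to 42). The median is the value of Malat1, which had from 118 to 168 counts. The test therefore speaks mainly for Tug1 and Neat1, which had the most counts, and does not decide the question for the depleted genes.

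Mitochondrially encoded mRNAs took 16.4% of the counts in SG RNA, and their median log2 fold change was 2.01, with 13 of 13 higher in SG RNA (13 past 0.05 adjusted over the list alone and 13 over all genes). With library size only the median was 1.69. These are short mRNAs, and with the gene length trend removed the median was 2.60, so length is argued against as the source. Mitochondria or pieces of them could be carried into the fraction by the high-speed pellet. All 13 of the mRNAs were higher, which such carry-over needs, but an uptake of these mRNAs into SG cores would give the same; the explanations cannot be told apart, because no library was made from a fraction free of mitochondria. Copies in the nuclear genome share sequence with some of them, such as Gm28437 with mt-Co3.

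Secretory and membrane protein mRNAs had a median log2 fold change of 0.65, with 60 of 68 higher (60 past 0.05 adjusted over the list alone and 58 over all genes). The list holds 2 of the 3 study targets and 11 genes of other lists. Under library size only, where the median of all genes moves from 0.0055 to −0.31, its median was 0.34. Length is argued against: the median was 0.73 with the gene length trend removed and 0.67 with the transcript length trend removed. A candidate explanation is that mRNAs translated at membranes sediment with the fraction. Of the families examined for it, 166 Slc genes, with the mitochondrial Slc25 carriers left out when the test was set, had a median log2 fold change of 0.38, above 100% of random lists matched on length and mean count, whereas 162 Tmem genes had −0.14, at the percentile 27.98, and 314 Zfp genes had 0.15, at 89.6. The Slc genes met the prediction and the Tmem genes did not, so membrane carry-over and an enrichment in SG cores cannot be told apart here.

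Cytosolic ribosomal protein mRNAs had a median log2 fold change of −1.47, with 80 of 80 lower (74 past 0.05 both adjusted over the list alone and over all genes) and 70 depleted. Nuclear-encoded oxidative phosphorylation mRNAs had a median of −0.90, with 73 of 76 lower (71 past 0.05 adjusted over the list alone and 70 over all genes). With library size only the medians were −1.78 and −1.21. Both families are short mRNAs, and short mRNAs were lower in SG RNA overall, so length may account for part of the decrease. With the gene length trend removed the medians were −1.19 and −0.55, and with the transcript length trend removed they were −0.80 and −0.21. Length is therefore argued against as the whole of the decrease of ribosomal protein mRNAs. For oxidative phosphorylation mRNAs, removing the transcript length trend left little of the decrease, so length is not excluded as the source of most of it. Many ribosomal protein genes have processed copies elsewhere in the genome, and how the counting shared reads among copies is not stated.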

How the results depend on the processing

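The alternatives below were fixed before the data were examined, except removal of the trend on reference transcript length, which was chosen after seeing the data. The cause was not tested for any change given here, apart from changes of a threshold and shifts of all genes by a scaling.

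The number of enriched genes was 359, and it stayed between 255 and 411 under the other alternatives but fell to 97 with library size only (97 of them among the 359), 34 and 65 with limma-trend on log2(FPKM + 1) and on log2(FPKM + 0.1), and 44 with glmTreat against a fold change of 2. It was 17 with a fold change above 4 and 1364 with one above 1.5. Depleted genes numbered 726 and stayed between 492 and 953, apart from 1635 with library size only, 1469 with limma-trend on log2(FPKM + 0.1), 475 with the block and the length trend removed together, 336 with the transcript length trend removed, 214 with glmTreat, 18 with a fold change above 4 and 1828 with one above 1.5. Without one library at a time, enriched genes numbered from 329 to 411 and depleted genes from 690 to 766. Of the 359 enriched genes, 243 were also enriched with the length trend removed and 191 with the transcript length trend removed.

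Lrp1, Dync1h1 and Igf2r were higher in SG RNA under each of 22 alternatives, with adjusted p from 2.47e-113 to 1.85e-05, from 5.70e-77 to 1.89e-05 and from 5.56e-100 to 1.30e-05. Log2 fold changes ranged from 0.74 to 1.45, from 0.66 to 1.35 and from 1.03 to 1.52, and without one library at a time from 1.39 to 1.43, from 1.29 to 1.34 and from 1.45 to 1.51. Below a fold change of 2 were Lrp1 (0.74) and Dync1h1 (0.66) with the transcript length trend removed, and Dync1h1 with limma-trend on log2(FPKM + 1) (0.94) and log2(FPKM + 0.1) (0.99). With library size only they were at 1.10, 1.00 and 1.17. Spearman's rho of log2 fold change with length was 0.33, from 0.318 to 0.330 without one library at a time, and 0.466 with reference transcript length.

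Replicate numbers showed no pairing of the samples: over 8257 genes the deviations of libraries of the same number correlated at 0.032, −0.020 and 0.036. Shared lysates are not excluded by this check. With the replicate block 349 genes were enriched and 718 depleted.

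Among the gene lists, with an estimated correlation camera's adjusted p was above 0.05 for efferocytosis genes (0.0579, range over the alternatives 5.35e-05 to 0.0579), mitochondrially encoded mRNAs (0.134, from 1.48e-20 to 0.134), cytosolic and nuclear protein mRNAs (0.154, from 3.12e-05 to 0.154), ribosomal protein mRNAs (0.0579, from 4.72e-30 to 0.0579) and stress granule genes (0.213, from 0.00042 to 0.99). The last list was also above it with the replicate block (0.0623) and library size only (0.222). Against matched random lists the direction was the other for stress granule genes (0.99) and histone mRNAs (0.99, from 0.092 to 0.99), and cytosolic and nuclear protein mRNAs had 0.0727. With fry, other genes named by the study (0.00535, up to 0.727) and nuclear-retained lncRNAs (0.0426, up to 0.727) fell under 0.05.

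Apart from the targets, 38 named genes were tested, with 765 values unchanged in direction and call, 50 reversed, 8 stronger and 4 weaker. The direction reversed with library size only for Il10 (−0.069), Itgam ENSMUSG00000108596 (−0.17), G3bp1 (−0.15), Cd47 (−0.21), Eif3b (−0.13), Lyz2 (−0.13), Gsk3b (−0.23), Il33 (−0.20) and Wdr4 (−0.31). Limma-trend on log2(FPKM + 1) gave −0.034, −0.54, −0.15, −0.21, −0.13, −0.13, −0.21, −0.038 and −0.15 in that order, and on log2(FPKM + 0.1) −0.037, −0.79, −0.15, −0.21, −0.13, −0.13, −0.23, −0.085 and −0.26. Each of these 3 scalings reversed 9 of the genes. They lower the median of all genes (to −0.31, −0.18 and −0.28). With library size only, genes with a small positive value therefore change sign by construction. On log2(FPKM + 1), Il10, G3bp1, Cd47, Eif3b, Lyz2 and Gsk3b lie below a shift of the size of that median. As rounded above, none of them lies further below 0 than with library size only. The loss of the TMM factors can therefore account for their change. The values of that Itgam gene lie further below a shift of the size of the median on each FPKM scale. That Itgam gene was also at −0.52 with limma-voom, −0.43 with the block, −0.44 with the block and length trend removed and −0.075 with the transcript length trend removed. With the length trend removed Gsk3b was at −0.085, Cd68 at 0.020 and Wdr4 at −0.15, and with the block as well at −0.081, 0.024 and −0.13. With the transcript length trend removed G3bp1 was at −0.18, Cd68 at 0.33 and Wdr4 at −0.14. Without one library at a time, Il10 ranged from −0.021 to 0.46, that Itgam gene from −0.96 to 0.66, Il33 from −0.17 to 0.68 and Wdr4 from −0.16 to 0.16. The stronger and weaker values concern 4 genes. The first Itgam gene (ENSMUSG00000030786; edgeR adjusted p of 0.0556, from 0.00404 to 0.153 over its alternatives) passed both thresholds with upper quartile normalization (1.11), a mean FPKM of at least 1 (1.10), DESeq2 (1.07), edgeR's exact test (1.07), limma-voom (1.06), the block (1.05) and without SG RNA replicate 3 (1.28). Ptprc passed them without SG RNA replicate 2 (1.00). Tyro3 no longer passed them with limma-trend on log2(FPKM + 1) (0.15) and log2(FPKM + 0.1) (0.63) and without SG RNA replicate 2 (0.99), nor did Gapdh with the transcript length trend removed (−0.80).

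Mitochondrially encoded genes have no value when left out. The filters on mean FPKM and on counts in every sample left 35 and 36 of the 38 named genes. The standard error of the log2 fold change was 0.38 for Tyro3, 1.09 for Itgam ENSMUSG00000108596, 0.46 for Ttpal and 0.043 for Lrp1; whether depth sets it was not tested.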

Differences from the paper's values

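The paper gives 203 transcripts enriched in SG cores, and 359 were enriched here. Of the alternatives set before the data were examined, a filter on a mean FPKM of at least 1 (255) and an adjusted p below 0.01 (285) came within 1.5 times of the paper's 203, and the others did not, from 17 with a fold change above 4 to 1364 with one above 1.5; none gave 203. The paper's value was known when further settings were looked at, and none of these was chosen. Of the 359 genes, 202 had a mean of at least 10 CPM, the minimum used to choose the genes named, and 263 and 219 had a mean FPKM of at least 0.5 and 1. A fold change above 1.5 with a mean FPKM of at least 20 gave 229 genes. Other minimums gave from 46 to 1364 genes, and ratios of mean FPKM over 2 without a test gave from 27 to 1533. The paper's methods name none of these minimums.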

Other observations

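Removal of the gene length trend was an alternative set in advance, but its use as a test on the targets and the tests by transcript length were chosen only after the result was seen, and so were Ftl1, Ap3s1 and Gng10, which are named below beside genes that share sequence with them.

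Log2 fold changes rose with gene length across genes, with Spearman's rho of 0.33 (genes are not independent replicates). In 10 groups of genes of equal size by length, the median log2 fold change went from −0.51 in the shortest to 0.31 in the longest. With the gene length trend removed, the log2 fold change was 1.09 for Lrp1, 1.03 for Dync1h1 and 1.34 for Igf2r, which argues against length as the whole of their increase. By reference transcript length the groups went from −0.72 to 0.44, and with that trend removed Lrp1, the larger of Lrp1 and Dync1h1, was at 0.74 and Igf2r at 1.03. Whether the targets pass a fold change of 2 for a reason other than length cannot be told apart from length here. The length measures put Lrp1 and Dync1h1 on either side of that fold change. Dync1h1 is above it by less than its standard error with the gene length trend removed. For Igf2r one measure leaves it well above and the other above by less than its standard error. Among the 200 genes nearest in transcript length the median log2 fold change was 0.63 for Lrp1, 0.63 for Dync1h1 and 0.44 for Igf2r, and 95%, 92.5% and 98% of them were lower than the target.

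The 3 study targets passed 0.05 both adjusted over the list alone and over all genes (3 and 3), which is not independent evidence, since the study chose them on these samples. The counts that follow for each list are adjusted over the list alone and then over all genes, and take both directions together. Efferocytosis genes named by the study, which include Lrp1, had a median log2 fold change of 0.85 (5 and 5 of 6). Stress granule genes had 0.18 (4 and 4 of 5) and the other genes named by the study 0.16 (10 and 8 of 16), and both medians were negative with library size only (−0.13 and −0.15). The m7G genes had −0.15 (0 and 0 of 2, and 0 at an unadjusted p under 0.05). Nuclear-retained lncRNAs had 0 and 1 of 5, with 2 at an unadjusted p under 0.05. Cytosolic and nuclear protein mRNAs, which include Dync1h1, had 0.35 (58 and 58 of 71; 0.03 with library size only), histone mRNAs −0.34 (6 and 5 of 8; 0.34 with the length trend removed), and dynein heavy chain and spectrin mRNAs, also with Dync1h1, 0.88 (4 and 4 of 4). No snoRNA or small Cajal body RNA gene was tested (0 members). Camera's adjusted p was under 0.05 for efferocytosis, stress granule, mitochondrially encoded, secretory, cytosolic and nuclear, ribosomal and oxidative phosphorylation lists; all of these were also under 0.05 with fry, and with an estimated correlation only the secretory (0.0293) and oxidative phosphorylation (0.0293) lists were.

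The genes with the largest decrease among those with a mean of at least 10 CPM were Ttpal (log2 fold change −5.29), Fth1 (−2.63), Gm10116 (−2.31), Ap3s1-ps1 (−2.25) and Gm20503 (−2.16). The values of the last 3 are uncertain, because 63.5% of the 31-base words of Gm10116 occur in Ftl1, 78.0% of those of Ap3s1-ps1 in Ap3s1, and 72.9% of those of Gm20503 in Gng10. Ftl1 (−1.80), Ap3s1 (−2.08) and Gng10 (−1.85) were lower too. No explanation was tested for these genes.

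Itgam has 2 overlapping identifiers, and the counts moved between them from library to library: 1061, 679 and 865 in total RNA and 2061, 1545 and 1124 in SG RNA for the first, and 278, 804 and 720 against 65, 456 and 1182 for the other. Their sum was 93.1 ± 6.0 CPM in total RNA and 157 ± 8.5 CPM in SG RNA (SD, n = 3 each), a log2 ratio of 0.76 (exact two-sided permutation test, p = 0.1). Of the genes named by the study, Mpo, Ly6g, Il6, Cd3e, Il13, Krt5, Il5, Epx, Prg2, Il4 and Timd4 had too few counts to be tested.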
